# BHLHE40 Mediates Cross-Talk between Pathogenic T_H_17 Cells and Myeloid Cells during Experimental Autoimmune Encephalomyelitis

**DOI:** 10.4049/immunohorizons.2300042

**Published:** 2023-11-07

**Authors:** Melissa E. Cook, Irina Shchukina, Chih-Chung Lin, Tara R. Bradstreet, Elizabeth A. Schwarzkopf, Nicholas N. Jarjour, Ashlee M. Webber, Konstantin Zaitsev, Maxim N. Artyomov, Brian T. Edelson

## Abstract

T_H_17 cells are implicated in the pathogenesis of multiple sclerosis and experimental autoimmune encephalomyelitis (EAE). We previously reported that the transcription factor basic helix-loop-helix family member e40 (BHLHE40) marks cytokine-producing pathogenic T_H_ cells during EAE, and that its expression in T cells is required for clinical disease. In this study, using dual reporter mice, we show BHLHE40 expression within T_H_1/17 and ex-T_H_17 cells following EAE induction. *Il17a*-Cre–mediated deletion of BHLHE40 in T_H_ cells led to less severe EAE with reduced T_H_ cell cytokine production. Characterization of the leukocytes in the CNS during EAE by single-cell RNA sequencing identified differences in the infiltrating myeloid cells when BHLHE40 was present or absent in T_H_17 cells. Our studies highlight the importance of BHLHE40 in promoting T_H_17 cell encephalitogenicity and instructing myeloid cell responses during active EAE.

## Introduction

The myelin oligodendrocyte glycoprotein (MOG)_35–55_ peptide–induced experimental autoimmune encephalomyelitis (EAE) animal model of multiple sclerosis in C57BL/6 mice represents a CD4^+^ T cell–mediated demyelinating disease of the CNS (1). Following immunization with MOG_35–55_ peptide and adjuvant, CD4^+^ T cells primed in the periphery develop into T_H_1 and T_H_17 cells that are both capable of mediating disease. Fate-reporter mice that make use of *Il17a*-driven Cre expression have been instrumental in identifying populations of CD4^+^ T cells that express both IL-17A and IFN-γ (here referred to as T_H_1/17 cells) as well as IFN-γ^+^ ex-T_H_17 cells following EAE induction (2), both of which have been associated with encephalitogenicity that is dependent on their GM-CSF production (2–6).

Both active immunization and adoptive transfer models of EAE have been useful for identifying important T cell–intrinsic regulators of neuroinflammation. Using adoptive transfer models of EAE, the transcription factor T-bet is needed for encephalitogenicity of both T_H_17 and so-called T_H_GM cells (CD4^+^ T cells cultured to enhance their GM-CSF production) (7–9); however, *Il17a*-Cre–mediated deletion of floxed alleles of either *Tbx21* (T-bet) or *Rorc* (RORγt) led to only modest reductions in active EAE clinical disease (10). Other transcription factors are important for T cell pathogenicity during actively induced EAE such as Fosl2 (11) and Blimp-1 (12), although these have not been selectively deleted in only T_H_17 cells to test their impact on clinical disease. Although a few transcription factors, such as JunB (13, 14) and STAT4 (15, 16), have been demonstrated as having important intrinsic roles in T_H_17 cells using *Il17a*-Cre–mediated deletion, other transcription factors also likely contribute to T_H_17 cell–intrinsic encephalitogenicity.

We and others have shown a cell-intrinsic requirement for the transcription factor basic helix-loop-helix family member e40 (BHLHE40) in CD4^+^ T cells for disease in actively induced EAE in *Bhlhe40*^−/−^ mice, through the action of BHLHE40 as a positive regulator of GM-CSF and negative regulator of IL-10 production (17–19). Furthermore, in an adoptive transfer model of EAE, BHLHE40-deficient MOG-specific T_H_1 or T_H_17 cells were incapable of mediating disease (20). Others have shown *Bhlhe40* induction downstream of the T_H_17 cell–associated transcription factors RORγt, RORα, and SATB1 (11, 21, 22). In the case of SATB1, overexpression of BHLHE40 restored GM-CSF production and pathogenicity by *Satb1*-deficient CD4^+^ T cells (22). Additionally, *Bhlhe40* expression has been correlated with a pathogenic CD4^+^ T cell transcriptional signature during EAE (23–26). In this study, we sought to more thoroughly explore the role of BHLHE40 specifically in T_H_17 cells during active EAE. Using a combination of BHLHE40 reporter and conditional knockout mice along with single-cell RNA sequencing (scRNA-seq), we identify specific roles for BHLHE40 in determining the pathogenicity of T_H_17 cells during EAE.

## Materials and Methods

### Mice

*Bhlhe40*^GFP^ (20) and *Bhlhe40*^fl/fl^ (27) mice have been previously described. *Bhlhe40*^GFP^ mice were crossed to *Il17a*-Cre (The Jackson Laboratory, 016879, *Il17a^tm1.1(icre)Stck^*/J) and *Rosa26*-TdTomato mice (The Jackson Laboratory, 007914, B6.Cg-*Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^*/J). *Bhlhe40*^fl/fl^ mice were crossed to *Cd4*-Cre (022071, B6.Cg-Tg(Cd4-cre)1Cwi/BfluJ), *Il17a*-Cre, *Lyz2*-Cre (018956, B6N.129P2(B6)-*Lyz2^tm1(cre)Ifo^*/J), and *S100a8*-Cre mice (021614, B6.Cg-Tg(S100A8-cre,-EGFP)1Ilw/J) (all from The Jackson Laboratory). All mice were on the C57BL/6 background and used between 8 and 20 wk of age. Animal experiments were approved by the Animal Studies Committee of Washington University in St. Louis. Littermates were used when possible, and both male and female mice were used in experiments.

### Immunizations and induction of EAE

EAE induction, EAE clinical scoring, MOG_35–55_ peptide immunizations, and assessment of T cell responses in the draining lymph node (DLN) at day 7 postimmunization were performed as previously described (20). To achieve the best use of littermates and age-matched mice, independent experiments were performed and data were combined.

### Cell preparation and flow cytometry

These techniques have been previously described (20). In brief, DLNs were collected at day 7 postimmunization to prepare single-cell suspensions. Brains and spinal cords (CNS) were processed together from either naive or EAE-induced mice at day 14 postinduction. Surface staining and intracellular cytokine staining were performed using the Abs in Supplemental Table I. For scRNA-seq experiments, CD45^+^7-aminoactinomycin D^−^ live, single cells of the CNS were sorted using a FACS-Aria II (BD Biosciences), washed, and adjusted to 10^3^ cells/μl in PBS + 0.04% BSA.

### scRNA-seq and data analysis

scRNA-seq was performed at the McDonnell Genome Institute using the Chromium single cell 3’ library kit v2 and Chromium instrument (10x Genomics, Pleasanton, CA). Sequencing was performed on an Illumina HiSeq 4000 instrument. Data were processed as described (28) for dimensionality reduction, construction of t-distributed stochastic neighbor embedding (tSNE) plots, clustering, identification of cluster-specific genes, and differential expression analysis. Differentially expressed genes (adjusted *p* value <0.05 and log_2_ fold-change >0.35) were cross-referenced to the hallmark (29), Reactome (https://reactome.org/) (30), and KEGG (https://www.kegg.jp/) (31) gene sets in the Molecular Signatures Database (MSigDB) (https://gsea-msigdb.org/gsea/msigdb/index.jsp). Monocle 2 was used for pseudotemporal analysis of CNS myeloid cell populations (32, 33). Data have been deposited in the Gene Expression Omnibus (GSE234705).

### Statistical analysis

Data were analyzed with Prism (GraphPad Software) and one-way ANOVA, Student *t* tests, or Mann–Whitney *U* tests were used as indicated in individual figure legends. For relevant comparisons where no *p* value is shown, the *p* value was >0.05. Horizontal bars represent the means, and error bars represent the SEM. Although we did not directly account for interexperiment variability in experiments in which EAE disease scores were measured, we confirmed that trends were repeated in each independent experiment.

## Results

### BHLHE40 is expressed in T_H_1/17 and ex-T_H_17 cells

To track BHLHE40 expression along with IL-17A fate mapping, we crossed *Bhlhe40*^GFP^ BAC transgenic mice to *Il17a*-Cre *Rosa26*-TdTomato mice. We immunized these mice with either pertussis toxin (PTX), MOG_35–55_ in CFA, or MOG_35–55_ in CFA with PTX injections, and on day 7 postimmunization, we analyzed the CD4^+^ T cell compartment for TdTomato and GFP (as a surrogate for BHLHE40) expression (Fig. 1A). Immunization with MOG_35–55_ in CFA increased the percentage and number of TdTomato^+^ CD4^+^ cells, but only with the addition of PTX was the percentage and number of GFP^+^ and GFP^+^ TdTomato^+^ CD4^+^ T cells increased (Fig. 1B, 1C). This is consistent with our previous finding that PTX stimulates secretion of IL-1β from myeloid cells, which induces BHLHE40 expression in CD4^+^ T cells (20). To ask whether BHLHE40 was expressed in T_H_1/17 and ex-T_H_17 cells, we examined TdTomato^+^CD4^+^ T cells for intracellular production of IFN-γ and IL-17A. GFP was highly expressed in IFN-γ^+^IL-17A^+^ T_H_1/17 cells and IFN-γ^+^IL-17A^−^ ex-T_H_17 cells (Fig. 1D).

**FIGURE 1.**
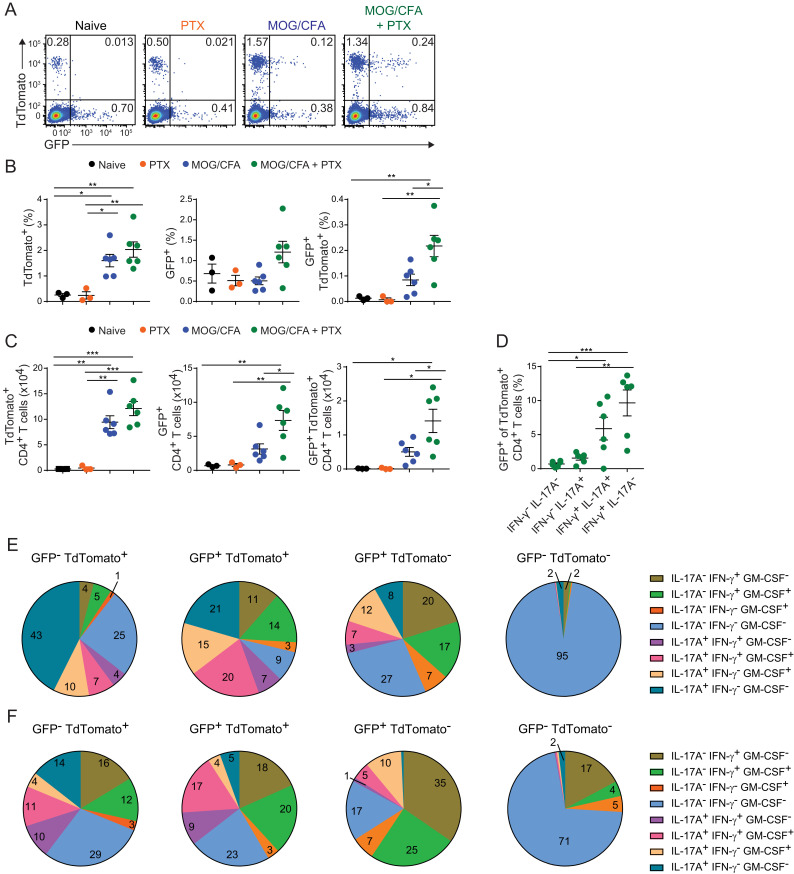
Expression of GFP in T_H_1/17 and ex-T_H_17 cells and cytokine production in double reporter mice. (**A**) Representative flow cytometry of TdTomato and GFP expression in CD4^+^ T cells (CD19^−^TCRβ^+^TCRγδ^−^CD4^+^CD8α^−^) isolated from DLNs of naive *Il17a*-Cre *Rosa26*-TdTomato *Bhlhe40*^GFP^ reporter mice or at day 7 postimmunization with pertussis toxin (PTX), MOG_35–55_ in CFA, or MOG_35–55_ in CFA plus PTX. (**B** and **C**) Percentages (B) or number (C) of TdTomato^+^, GFP^+^, or TdTomato^+^GFP^+^CD4^+^ T cells (pooled from two experiments, *n* = 3–6 per group). (**D**) The GFP^+^ percentage of TdTomato^+^CD4^+^ T cells at day 7 after MOG/CFA + PTX treatment within different cytokine-producing populations (pooled from two experiments, *n* = 6 per group). (**E**) Cytokine production from DLN CD4^+^ T cells from *Il17a*-Cre *Rosa26*-TdTomato *Bhlhe40*^GFP^ mice (pooled from two experiments, *n* = 4 per group) separated by TdTomato and GFP expression at day 7 after MOG/CFA + PTX treatment. (**F**) Cytokine production from CNS CD4^+^ T cells (CD45.2^+^CD19^−^TCRβ^+^TCRγδ^−^CD4^+^CD8α^−^) from *Il17a*-Cre *Rosa26*-TdTomato *Bhlhe40*^GFP^ mice (pooled from two experiments, *n* = 9 per group) separated by TdTomato and GFP expression at day 14 after MOG/CFA + PTX treatment. Data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA with a Tukey multiple comparison test (B, C, and D). *p < 0.05, **p < 0.01, ***p < 0.001.

We further characterized cytokine production of IFN-γ, IL-17A, and GM-CSF from the different types of reporter cells in the DLN. GM-CSF production correlated with GFP expression in both TdTomato^+^ and TdTomato^−^ CD4^+^ T cells (Fig. 1E). In addition, the greatest frequency of multifunctional CD4^+^ T cells (i.e., simultaneously producing IL-17A, IFN-γ, and GM-CSF) was found in the GFP^+^TdTomato^+^ group. A similar trend of cytokine production was seen in the CNS on day 14 after EAE induction (Fig. 1F, Supplemental Fig. 1). Within the CNS, a notable difference was an increase in IL-17A^−^IFN-γ^+^GM-CSF^−^ and IL-17A^−^IFN-γ^+^GM-CSF^+^ cells in both TdTomato^+^GFP^–^ ex-T_H_17 cells and TdTomato^−^GFP^−^ cells. This could indicate underreporting of BHLHE40 expression by the GFP reporter after permeabilization for intracellular cytokine staining or that some cells use BHLHE40-independent pathways to produce these cytokines. Nevertheless, the greatest fraction of total GM-CSF producers (i.e., IL-17A/IFN-γ agnostic) in both the DLN and CNS was found in GFP^+^ cells, consistent with the known role for BHLHE40 in supporting GM-CSF production.

### *Bhlhe40* deletion in IL-17A–expressing cells reduces neuroinflammation

Because BHLHE40 was highly expressed in T_H_1/17 and ex-T_H_17 cells, we tested whether *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice would have an altered course of EAE. For comparison, we also induced EAE in *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^ mice, which lack *Bhlhe40* expression in all T cells and which have previously been shown to be protected from EAE (34). As expected, *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^ mice were highly protected during EAE compared with *Bhlhe40*^fl/fl^ controls (Fig. 2A). Notably, we found consistently reduced EAE severity upon *Il17a*-mediated deletion of *Bhlhe40*, although not to the same extent as *Cd4*-Cre–mediated deletion (Fig. 2B). We restimulated cells isolated from the CNS of naive mice and from immunized *Bhlhe40*^fl/fl^, *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^, or *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice 14 d after immunization to examine cytokine production. In both *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^ and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice we found that the most striking reduction was in the IL-17A^−^IFN-γ^+^GM-CSF^+^ population, which was the most increased population in immunized *Bhlhe40*^fl/fl^ mice relative to naive mice (Fig. 2C, 2D). Based on our fate-mapping experiments, in *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice these cells likely represent ex-T_H_17 cells that had once produced IL-17A and therefore deleted *Bhlhe40*, reducing their potential for GM-CSF production. As BHLHE40 has been shown to negatively regulate IL-10 in CD4^+^ T cells (18), we examined IL-10 production in the context of *Il17a*-Cre–driven deletion of BHLHE40. At the peak of disease, *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ CD4^+^ T cells had no statistically significant difference in IL-10 production compared with *Bhlhe40*^fl/fl^ CD4^+^ T cells, although there was a trend toward greater IL-10 production upon BHLHE40 deletion (Fig. 2E, 2F). As expected, *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ CD4^+^ T cells had decreased total GM-CSF production. This suggests that the clinical protection seen in *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice is likely not due to local IL-10 production in the CNS.

**FIGURE 2.**
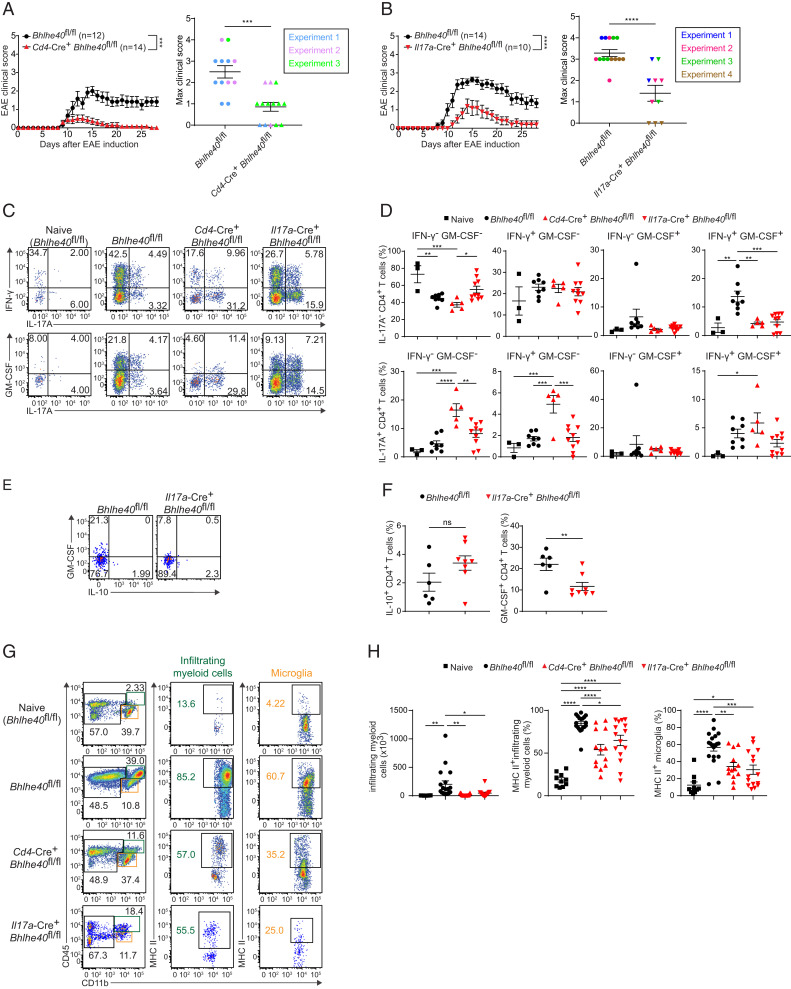
Decreased EAE severity in *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^ and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice. (**A**) Left, Clinical EAE scores from actively immunized *Cd4*-Cre^−^ *Bhlhe40*^fl/fl^ or *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^ mice (pooled from three experiments, *n* = 12–14 per group). Right, Maximum clinical score of individual mice with independent experiments indicated by color. (**B**) Left, Clinical EAE scores from actively immunized *Il17a*-Cre^−^ *Bhlhe40*^fl/fl^ or *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice (pooled from four experiments, *n* = 10–14 per group). Right, Maximum clinical score of individual mice with independent experiments indicated by color. (**C**) Representative flow cytometry of cytokine production from CD4^+^ T cells (CD45.2^+^TCRβ^+^TCRγδ^−^CD4^+^CD8α^−^) isolated from the CNS of naive *Bhlhe40*^fl/fl^ mice or immunized *Bhlhe40*^fl/fl^, *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^, and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice at day 14 after EAE induction. (**D**) Quantitation of CD4^+^ T cell cytokine production as described in (C) (pooled from three experiments, *n* = 3–10 per group). (**E**) Representative flow cytometry of GM-CSF^+^ and IL-10^+^ CD4^+^ T cells isolated from the CNS of immunized *Bhlhe40*^fl/fl^ and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice at day 14 after EAE induction. (**F**) Quantitation of CD4^+^ T cell cytokine production as described in (E) (pooled from two experiments, *n* = 6–8 per group). (**G**) Representative flow cytometry of microglia (CD45^int^CD11b^+^) and infiltrating myeloid cell (CD45^high^CD11b^+^) activation (MHC class II^+^) from the indicated mice. (**H**) Quantitation of the data presented in (G) (pooled from seven experiments, *n* = 10–19 per group). Data are presented as mean ± SEM. Statistical significance was determined by a Mann–Whitney *U* test between the area under the curve for individual mice (A and B, left panels), Mann–Whitney *U* test (A and B, right panels), one-way ANOVA with a Tukey multiple comparison test (D and F), and an unpaired two-sided Student *t* test (F). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant.

CNS-infiltrating myeloid cells are the critical responders to GM-CSF produced by encephalitogenic CD4^+^ T cells (35, 36). We therefore examined the impact of altered cytokine production from BHLHE40-deficient CD4^+^ T cells on the myeloid cells present in the CNS during EAE. Upon immunization, there was infiltration of myeloid cells into the CNS of *Bhlhe40*^fl/fl^ control mice (Fig. 2G, 2H). These infiltrating myeloid cells, as well as CNS-resident microglia, upregulated MHC class II upon activation (Fig. 2G, 2H). In both immunized *Cd4*-Cre^+^ and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice, there was a dramatic reduction in the number and activation of infiltrating myeloid cells and activation of microglia compared with immunized *Bhlhe40*^fl/fl^ mice (Fig. 2G, 2H). To test for the possibility of a cell-intrinsic role for BHLHE40 in infiltrating myeloid cells, we crossed *Bhlhe40*^fl/fl^ to *Lyz2*-Cre and actively induced EAE. We did not find a role for BHLHE40 in myeloid cells or in neutrophils using *S100a8*-mediated deletion (Supplemental Fig. 2). Overall, we show that altered cytokine production from BHLHE40-deficient CD4^+^ T cells resulted in a decrease in the number and activation of infiltrating myeloid cells.

### scRNA-seq identifies CNS leukocytes altered by BHLHE40 deficiency during EAE

To further probe how deletion of BHLHE40 in T cells or IL-17A–producing cells impacts on the immune cells present in the CNS during EAE, we performed scRNA-seq. Immune cells (CD45^+^) were sorted from the CNS of naive *Bhlhe40*^fl/fl^ controls or from immunized *Bhlhe40*^fl/fl^, *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^, or *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice on day 14 of EAE. 

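The cells of each group were pooled into 1 library, made with the 10x Genomics Chromium single cell 3′ kit v2, which tags each captured RNA molecule with a unique molecular identifier (UMI) near its 3′ end, and sequenced on an Illumina HiSeq 4000. There were 4 naive *Bhlhe40* fl/fl mice, 3 immunized *Bhlhe40* fl/fl mice, 3 *Cd4*-Cre+ *Bhlhe40* fl/fl mice, and 2 *Il17a*-Cre+ *Bhlhe40* fl/fl mice. With 1 library per condition, no value per mouse and no test between conditions can be given, and the cells of a library are not replicates. The authors deposited the UMI counts per gene and cell of each library without normalization, together with the cluster number and the tSNE coordinates of each cell. The *Cre* transgenes delete the floxed *Bhlhe40* gene in T cells (*Cd4*-Cre) or in cells that have produced IL-17A (*Il17a*-Cre). *Bhlhe40*, listed as ENSMUSG00000030103, lies on chromosome 6 of GRCm38 from 108660629 to 108666925 on the plus strand and has 5 exons in GENCODE vM21. Its 3′ untranslated region of 1593 bases, from 108665333 to 108666925, is within exon 5, where 3′ tags are read. The aligner and the genome build behind the counts are not given in the sources used here, so this position comes from the annotation of that gene identifier. In cluster 1, the CD4+ T cells of the paper, *Bhlhe40* was at 270.0 CPM, its UMI count scaled to the same total for every group of cells, in the naive library (95% exact Poisson interval 186 to 379, from 33 UMIs) and at 404 CPM in the immunized *Bhlhe40* fl/fl library (377 to 432, from 840 UMIs). It was at 303 CPM in the *Cd4*-Cre+ *Bhlhe40* fl/fl library (261 to 349, from 191 UMIs) and at 316.5 CPM in the *Il17a*-Cre+ *Bhlhe40* fl/fl library (296 to 338, from 877 UMIs). A *Bhlhe40* UMI was found in 39.6% of the cluster 1 cells of the naive library (95% exact Clopper-Pearson interval 25.8 to 54.7), 73.8% of the immunized *Bhlhe40* fl/fl library (69.1 to 78.1), 59.6% of the *Cd4*-Cre+ *Bhlhe40* fl/fl library (52.1 to 66.7), and 69.0% of the *Il17a*-Cre+ *Bhlhe40* fl/fl library (64.7 to 73.1). The median depths of these cells were 2403.5, 4746, 3023, and 4334 UMIs. In cluster 1 of the naive and the *Cd4*-Cre+ *Bhlhe40* fl/fl library, listed gamma delta T cell genes held more RNA than listed CD4+ T cell genes. The *Bhlhe40* levels may therefore not compare CD4+ T cells alone. In B cells (clusters 10 and 12), the shares were 12.4%, 20.0%, 17.4%, and 23.8% at median depths of 2089, 3100, 2589, and 3288 UMIs. A 3′ tag may lie outside the deleted part, which the text of the paper does not name, so these values check no label. The libraries held 4876041 UMIs in 1293 cells (naive), 14372776 in 1615 cells (immunized *Bhlhe40* fl/fl), 24095663 in 4414 cells (*Cd4*-Cre+ *Bhlhe40* fl/fl), and 21294955 in 2826 cells (*Il17a*-Cre+ *Bhlhe40* fl/fl). The median number of UMIs per cell was 2719, 7231, 3795.5, and 5691.5, and the median number of genes was 1109, 2153, 1310, and 1856.5, in the same order. All deposited cells and the deposited clusters were used. Shares of cells are given with exact Clopper-Pearson 95% intervals and summed UMIs with exact Poisson intervals, and both cover counting error only. To compare expression, the UMIs of each gene were summed over the cells of a cluster and library and expressed as CPM, and ratios were taken as log2 after adding 1 CPM.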

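Clustering was repeated from the UMI counts with 2000 variable genes, 30 principal components, 15 neighbors, and the Leiden algorithm at resolution 1, and each deposited cluster was matched to the new cluster that held the largest number of its cells. This gave 22 clusters, against 25 when the genes of a type I IFN list were left out and 27 when the libraries were first integrated with Seurat anchors. The first of these kept 98.5% of the cells of cluster 14 and 88.6% of the cells of cluster 7 in 1 cluster, but 53.4% of cluster 1 and 53.6% of cluster 9. After integration, clusters 5 and 7 shared 1 matched cluster of 1328 cells, which held 81.4% of cluster 5 and 67.1% of cluster 7. With 1 library per condition, a cluster mostly of 1 library may be that library and not a cell type, and integration can also remove a difference between conditions.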

After dimensionality reduction of the scRNA-seq data, immune cells partitioned into 17 unique clusters (Fig. 3A). 

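The UMIs of each identifying gene were summed per deposited cluster over the 4 libraries. *Cd3e* was highest in cluster 1, at 407 CPM, followed by clusters 0 (348 CPM) and 13 (281 CPM), and *Cd4* was highest in cluster 1, at 201 CPM. *Cd8b1* was at 528 CPM in cluster 0 and 512 CPM in cluster 6. *Klrb1c* (543 CPM) and *Ncr1* (481 CPM) were highest in cluster 3, and *Cd79a* was highest in cluster 12 (3505 CPM) and cluster 10 (1805 CPM). *Ly6g* was highest in clusters 4 (712 CPM) and 11 (547 CPM), and *Elane* in cluster 8 (1636 CPM). *Ccr2* was highest in cluster 2 (979.6 CPM), followed by cluster 9 (467 CPM). *Arg1* was highest in cluster 7 (2587 CPM) and cluster 5 (965 CPM), and *Siglech* in cluster 15 (1145 CPM). *Tmem119* was at 1019 CPM in cluster 14 and at 25.1 CPM in cluster 7, the next highest. *Mki67* was highest in clusters 16 (469 CPM) and 13 (352 CPM). The clusters were made from the same expression values, so these levels describe the clusters and are no separate evidence of their identity.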

Clusters were identified based on gene expression of common lineage-specific markers (Fig. 3B, Supplemental Fig. 3A). Immunization of *Bhlhe40*^fl/fl^ mice resulted in an increased fraction of CD4^+^ T cells (cluster 1) and myeloid cells (clusters 5 and 7) infiltrating into the CNS compared with naive mice (Fig. 3C, Supplemental Fig. 3B). This increase was not seen in the CNS of immunized *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^ mice, which largely resembled the naive CNS with the exception of an increased frequency of monocytes (cluster 2) and neutrophils (clusters 4 and 11) (Fig. 3C). 

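Cluster 1 made up 3.71% of the naive library (95% interval 2.75 to 4.89) and 23.8% of the immunized *Bhlhe40* fl/fl library (21.8 to 26.0). The difference was 20.1 percentage points (17.8 to 22.5). Clusters 5 and 7 together made up 52.9% of the immunized *Bhlhe40* fl/fl library (50.5 to 55.4). No cell of the naive library was in either cluster, and 0 of 1293 cells allows a share of up to 0.232%. Among the alternatives, clustering after integration moved the cluster 1 difference most, to 2.94 points, where the matched cluster held 4.49% of the naive and 7.43% of the immunized *Bhlhe40* fl/fl library. That match held only 47.5% of cluster 1. It had 120 cells of the immunized *Bhlhe40* fl/fl library, against 385 in cluster 1, and 58 of the naive library, against 48. The 2.94 points are thus not the change of cluster 1 as a whole. Because the shares of a library sum to a fixed total, the rise in these clusters came with lower shares of others, such as CD8+ T cells (clusters 0 and 6), at 38.9% in the naive library and 6.44% in the immunized *Bhlhe40* fl/fl library.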

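In the *Cd4*-Cre+ *Bhlhe40* fl/fl library, cluster 1 made up 4.15% of the cells (95% interval 3.58 to 4.78), 0.434 percentage points above the naive library (-0.876 to 1.58), a difference not detectable at this number of cells. With the Leiden clusters made without type I IFN genes, this difference was 0.625 points (0.207 to 0.928), beyond counting error, but the matched cluster held 1 naive cell and 31 cells of the *Cd4*-Cre+ *Bhlhe40* fl/fl library, against 48 and 183 in cluster 1. Clusters 5, 7, and 9 together made up 1.36% (1.04 to 1.75), against 0.773% of the naive library (0.371 to 1.42), and this difference of 0.586 points (-0.134 to 1.14) was also within counting error. Without neutrophils in the denominator it was 0.852 points (0.0705 to 1.49), and after integration of the libraries 1.47 points (0.562 to 2.23), both beyond counting error. Monocytes of cluster 2 rose from 6.26% of the naive library (5.01 to 7.73) to 15.1% (14.0 to 16.2). Cluster 4 neutrophils rose from 3.02% (2.15 to 4.10) to 12.6% (11.7 to 13.7), and cluster 11 from 1.70% (1.07 to 2.56) to 5.64% (4.98 to 6.36). The difference was 8.82 points for cluster 2 (7.03 to 10.5), 9.63 for cluster 4 (8.17 to 11.0), and 3.94 for cluster 11 (2.85 to 4.90). To give the naive and the *Cd4*-Cre+ *Bhlhe40* fl/fl library the same shares of the 17 clusters, 28.8% of the cells would have to change cluster, against 75.1% for the immunized *Bhlhe40* fl/fl and the *Cd4*-Cre+ *Bhlhe40* fl/fl library. Of the cluster 1 cells, 23.5% had a *Cd4* UMI in the *Cd4*-Cre+ *Bhlhe40* fl/fl library and 4.17% in the naive library, against 62.6% in the immunized *Bhlhe40* fl/fl library, while the shares in B cells were 2.61%, 1.13%, and 5.00%.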

The CNS of immunized *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice largely resembled those of immunized *Bhlhe40*^fl/fl^ mice, with a high percentage of CD4^+^ T cells (cluster 1) and infiltrating myeloid cells (the collection of clusters 5, 7, and 9) (Fig. 3C, Supplemental Fig. 3B). 

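In the *Il17a*-Cre+ *Bhlhe40* fl/fl library, cluster 1 made up 17.5% of the cells (95% interval 16.1 to 18.9), a difference of -6.36 percentage points from the immunized *Bhlhe40* fl/fl library (-8.92 to -3.84). Clusters 5, 7, and 9 together made up 39.0% (37.2 to 40.8), against 54.8% of the immunized *Bhlhe40* fl/fl library (52.3 to 57.2), which is -15.8 points (-18.8 to -12.7). Both differences were beyond counting error. After integration of the libraries, the matched cluster held 47.5% of cluster 1 and its difference was 0.425 points (-1.27 to 2.05), within counting error, and that of the 3 myeloid clusters was -9.94 points. Between the *Il17a*-Cre+ *Bhlhe40* fl/fl and the immunized *Bhlhe40* fl/fl library, 43.8% of the cells would have to change cluster to give the same shares. This was 59.9% against the naive library and 52.2% against the *Cd4*-Cre+ *Bhlhe40* fl/fl library.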

Based on our sorting strategy using CD45 expression, few microglia (cluster 14) were sequenced from our various samples. 

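Cluster 14 held 132 cells in all, which were 7 cells of the naive library (0.541%, 95% interval 0.218 to 1.11), 46 of the immunized *Bhlhe40* fl/fl library (2.85%, 2.09 to 3.78), 53 of the *Cd4*-Cre+ *Bhlhe40* fl/fl library (1.20%, 0.901 to 1.57), and 26 of the *Il17a*-Cre+ *Bhlhe40* fl/fl library (0.920%, 0.602 to 1.35). These shares are of sorted CD45+ cells and not of all cells of the CNS. The microglial gene *P2ry12* was at 586 CPM in this cluster and *Fcrls* at 240.4 CPM.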

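On the deposited tSNE coordinates, the center of cluster 7 was the closest to that of cluster 14, at a distance of 17.0 in tSNE units, followed by cluster 4 neutrophils (25.4), cluster 11 (32.7), and cluster 5 (34.0). Distances on a tSNE plot are not proportional to differences in expression. The mean log expression profiles were therefore compared over 2000 variable genes, with genes as the points of each correlation, which are not independent replicates. Across genes, Pearson's r of cluster 14 was 0.760 with cluster 7, 0.693 with cluster 5, 0.689 with cluster 9, and 0.653 with cluster 2. Of the 15 nearest neighbors of cluster 14 cells among the cells of these 5 clusters, 85.6% were in cluster 14, 7.37% in cluster 7, 3.08% in cluster 9, and 2.73% in cluster 2, against 4.17%, 21.4%, 17.6%, and 30.8% if neighbors were random. Over the 26 cluster 14 cells of the *Il17a*-Cre+ *Bhlhe40* fl/fl library alone, 14.4% were in cluster 9, 12.6% in cluster 5, and 5.64% in cluster 7, against 34.8%, 43.7%, and 5.00% if random, and r was 0.733, 0.734, and 0.781 with these clusters. *Trem2* was at 1165 CPM in cluster 14 and at 596 CPM in cluster 7, while *Cx3cr1* was at 1019 CPM and 88.4 CPM.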

In general, microglia resembled myeloid cluster 7 in terms of gene expression based on their proximity on the tSNE plot, but due to their low abundance in individual samples, comparisons between genotypes were not made.

**FIGURE 3.**
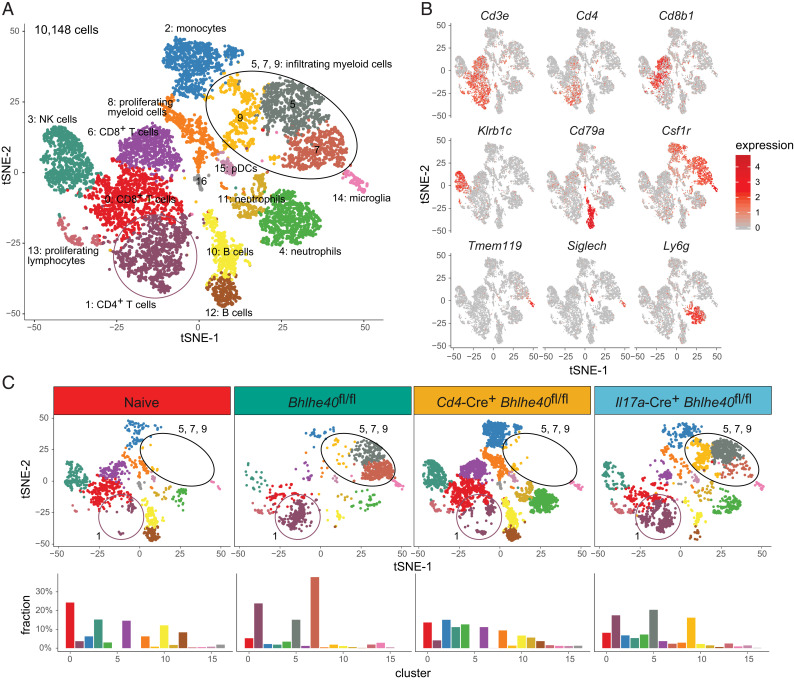
scRNA-seq of various *Bhlhe40* deletion models on day 14 of EAE. Live immune cells (CD45^+^7-AAD^−^) were isolated from the CNS of naive mice (*Bhlhe40*^fl/fl^, *n* = 4) or the CNS of actively immunized *Bhlhe40*^fl/fl^ mice (*n* = 3), *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^ mice (*n* = 3), or *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice (*n* = 2) on day 14 after EAE induction. (**A**) tSNE plot of the combined scRNA-seq samples (total 10,148 cells). (**B**) Feature plots displaying cell type–identifying gene expression. (**C**) Top, tSNE plots of immune cell clusters split by sample: naive (1293 cells), immunized *Bhlhe40*^fl/fl^ (1615 cells), *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^ (4414 cells), and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ (2826 cells). Bottom, Percentage of each cluster present in each of the indicated samples. 7-AAD, 7-aminoactinomycin D.

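Cluster 1 of the *Il17a*-Cre+ *Bhlhe40* fl/fl library (494 cells) was compared with cluster 1 of the immunized *Bhlhe40* fl/fl library (385 cells). There were 7016 genes with at least 10 CPM over both, and the median of their log2 ratios was 0.03. For gene lists, the median log2 ratio is given with the 95% range from 200 Poisson redraws of the counts, which cover counting error only, and with its percentile among 10000 random lists of the same size matched on mean expression. Such a percentile describes these libraries and is not a test between the genotypes. Among genes with at least 100 CPM and a UMI in at least 20% of the cells of the higher library, the largest log2 ratios were those of *Isg15* (122 CPM in the immunized *Bhlhe40* fl/fl and 481 CPM in the *Il17a*-Cre+ *Bhlhe40* fl/fl library, 1.98), *Gzmb* (136 and 459 CPM, 1.75), *Rtp4* (32.2 and 108 CPM, 1.71), *Retnlg* (133 and 432 CPM, 1.69), and *Ifit1* (46.1 and 146 CPM, 1.64). The lowest were *Nrgn* (339.7 and 26.0 CPM, -3.66), *Igfbp7* (178 and 17.7 CPM, -3.26), *Chil3* (1067 and 113 CPM, -3.22), *Lag3* (258 and 31.4 CPM, -3.00), and *Apoe* (3996 and 553 CPM, -2.85). *Retnlg* is a neutrophil gene and *Chil3* and *Apoe* are myeloid genes, and *Apoe* had a UMI in 100% of the 385 cells. Among transcription factor genes named in the paper, the log2 ratio was 0.77 for *Fosl2*, 0.43 for *Stat4*, 0.39 for *Prdm1*, 0.37 for *Rora*, 0.22 for *Junb*, 0.08 for *Satb1*, and -0.31 for *Tbx21*.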

To determine the different pathways upregulated or downregulated in CD4^+^ T cells from immunized *Bhlhe40*^fl/fl^ and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice, we cross-referenced the list of top differentially expressed genes to gene signatures within the MSigDB. 

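A list of complement genes had a median log2 ratio of -0.36 in cluster 1 of the *Il17a*-Cre+ *Bhlhe40* fl/fl library against the immunized *Bhlhe40* fl/fl library (95% range -0.89 to -0.29, percentile 0.06), with 2 of 11 genes higher in the *Il17a*-Cre+ *Bhlhe40* fl/fl library. Among the alternatives, a Reactome complement list moved this median most, to -1.12. The most abundant genes of the list, *Itgb2* (343 CPM in the immunized *Bhlhe40* fl/fl and 268 CPM in the *Il17a*-Cre+ *Bhlhe40* fl/fl library), *C1qb* (359 and 125 CPM), *C1qa* (229 and 97.1 CPM), *C1qc* (161 and 63.2 CPM), and *Cfb* (111 and 50.5 CPM), were all higher in the immunized *Bhlhe40* fl/fl library. A phagocytosis list had a median of -1.003 (-1.20 to -0.88, percentile 0), with 2 of 14 genes higher in the *Il17a*-Cre+ *Bhlhe40* fl/fl library, and fell in *Lgals3* (678 and 486 CPM) and *Fabp5* (117 and 52.7 CPM) but not in *Tyrobp* (398 and 501 CPM). A lysosome list was lower by less (-0.29, -0.37 to -0.14, percentile 0, 8 of 39 genes higher), and a Reactome list of lysosome vesicle genes had a median of 0.04. RNA of these genes was found in cells of other types too. In the immunized *Bhlhe40* fl/fl library, *Apoe* UMIs were in all of the 30 NK cells of cluster 3, at a median depth of 3700 UMIs, as in the cluster 1 cells at a median depth of 4746 UMIs, and *C1qa* UMIs were in 56.7% of NK cells and 61.3% of cluster 1 cells. In the *Il17a*-Cre+ *Bhlhe40* fl/fl library, *C1qa* UMIs were in 27.6% of NK cells, at a median depth of 4230.5 UMIs, and in 32.2% of cluster 1 cells, at 4334 UMIs. The shares in cluster 1 are thus close to the background in a cell type that should lack the gene.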

CD4^+^ T cells from the immunized *Bhlhe40*^fl/fl^ CNS upregulated genes in pathways involved in the innate immune system and complement (Supplemental Fig. 3C). 

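In cluster 1, named CD4+ T cells in the paper, a list of type I IFN response genes had a median log2 ratio of 1.46 in the *Il17a*-Cre+ *Bhlhe40* fl/fl against the immunized *Bhlhe40* fl/fl library (95% range 1.30 to 1.56), above all of the random lists, and 33 of 33 genes were higher. Among the most abundant genes of the list were *Ifi27l2a* (813 CPM in the immunized *Bhlhe40* fl/fl and 2427 CPM in the *Il17a*-Cre+ *Bhlhe40* fl/fl library), *Ly6e* (1327 and 1533 CPM), *Ifitm3* (493 and 888 CPM), and *Bst2* (207 and 593 CPM). A type II IFN response list had a median of 0.48 (0.42 to 0.58, percentile 100), with 25 of 26 genes higher. Its most abundant genes changed less, with log2 ratios of 0.50 for *Cd74*, 0.20 for *H2-Ab1*, 0.15 for *Psmb8*, 0.34 for *H2-Aa*, and 0.40 for *H2-Eb1*. A TNF and NF-κB list (0.38, 0.23 to 0.45) and an inflammatory response list (0.39, 0.19 to 0.58) were also above all of the random lists, whereas a list of genes induced by tissue dissociation was at 0.10 (0.06 to 0.25, percentile 87.3). With each cell thinned to 1000 UMIs, the medians were 1.37 for the type I and 0.40 for the type II list. The cluster 1 cells of the *Il17a*-Cre+ *Bhlhe40* fl/fl library held more RNA of gamma delta T cell genes and fewer of them had a *Cd4* UMI, so the lists were also compared over the cells with a *Cd4* UMI alone, 238 of the *Il17a*-Cre+ *Bhlhe40* fl/fl and 241 of the immunized *Bhlhe40* fl/fl library, chosen after this difference was seen. This gave 1.45 for the type I (1.32 to 1.61) and 0.55 for the type II list (0.42 to 0.63). The Reactome lists gave 0.15 for IFN alpha and beta signaling (12 genes, percentile 89.2) and 0.36 for IFN gamma signaling, and that of TNF signaling changed sign, to -0.05. These pathways share 3, 10, and 1 genes with the lists written by hand, in that order.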

The pathways most enriched in CD4^+^ T cells from immunized *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ CNS included both type 1 and type 2 IFN responses (Supplemental Fig. 3D).

We further examined several clusters of infiltrating myeloid cells (clusters 5, 7, and 9). Cluster 5 was present in immunized *Bhlhe40*^fl/fl^ and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ CNS in roughly equal proportions (Fig. 4A). 

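Cluster 5 made up 15.1% of the immunized *Bhlhe40* fl/fl library (244 cells, 95% interval 13.4 to 16.9) and 20.4% of the *Il17a*-Cre+ *Bhlhe40* fl/fl library (577 cells, 18.9 to 22.0). The share was higher in the *Il17a*-Cre+ *Bhlhe40* fl/fl library by 5.31 percentage points (2.95 to 7.61), which is beyond counting error, but has no replicate check. The difference was 13.0 points with the Leiden clusters made from the counts. After integration, where the matched cluster also took cluster 7, it changed sign, to -16.4 points. No cell of the *Cd4*-Cre+ *Bhlhe40* fl/fl library was in cluster 5, which allows a share of up to 0.0680%.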

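Cluster 7 held 678 cells, of which 611, or 90.1%, came from the immunized *Bhlhe40* fl/fl library. They made up 37.8% of that library (95% interval 35.5 to 40.2). In the *Il17a*-Cre+ *Bhlhe40* fl/fl library, there were 66 such cells (2.34%, 1.81 to 2.96), in the *Cd4*-Cre+ *Bhlhe40* fl/fl library 1 cell (0.0227%), and in the naive library none. The difference between the *Il17a*-Cre+ *Bhlhe40* fl/fl and the immunized *Bhlhe40* fl/fl library was -35.5 percentage points (-38.0 to -33.0). With the Leiden clusters, the matched cluster held 41.7% of the immunized *Bhlhe40* fl/fl and 3.68% of the *Il17a*-Cre+ *Bhlhe40* fl/fl library. When type I IFN genes were left out of the clustering, these shares were 30.0% and 1.06%. After integration of the libraries, clusters 7 and 5 matched the same cluster, which held 38.6% and 22.2%. The cells of cluster 7 were the deepest of the 3 populations, with a median of 12683 UMIs against 7229 in cluster 5 and 9963 in cluster 9.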

Cluster 7 was dramatically higher in immunized *Bhlhe40*^fl/fl^ CNS, compared with its near absence in the other samples. Similarly, cluster 9 was largely specific for the *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ CNS. 

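Of the 558 cells of cluster 9, 459 came from the *Il17a*-Cre+ *Bhlhe40* fl/fl library, where they made up 16.2% of the cells (95% interval 14.9 to 17.7). The cluster made up 1.86% of the immunized *Bhlhe40* fl/fl library (30 cells, 1.26 to 2.64), 1.34% of the *Cd4*-Cre+ *Bhlhe40* fl/fl library (59 cells, 1.02 to 1.72), with 10 cells of the naive library. The difference between the *Il17a*-Cre+ *Bhlhe40* fl/fl and the immunized *Bhlhe40* fl/fl library was 14.4 percentage points (12.8 to 15.9). With the Leiden clusters, the matched cluster made up 9.70% of the *Il17a*-Cre+ *Bhlhe40* fl/fl and 1.24% of the immunized *Bhlhe40* fl/fl library. Leaving type I IFN genes out of the clustering changed this little, to 9.20% and 1.42%, with 51.3% of cluster 9 in the match, and after integration the shares were 9.02% and 2.54%.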

Cluster 5 was enriched in inflammatory pathways, such as IFN-γ response, TNF-α signaling, inflammatory response, and cytokine signaling (Fig. 4B, 4E). 

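Each of clusters 5, 7, and 9 was compared with the other 2 together over the pooled libraries, with 6643 genes of at least 10 CPM. The clusters were made from the same expression values, so these differences describe them. Cluster 5 (821 cells against 1236) had a median log2 ratio of 0.78 for the type II IFN list (95% range 0.73 to 0.83, 28 of 28 genes higher), 0.65 for the inflammatory list (0.61 to 0.73, 21 of 21), and 0.29 for the TNF and NF-κB list (0.23 to 0.37, 25 of 32), with percentiles of 100, 100, and 99.99. The median of all genes was -0.04. *Ccl5* (4676 CPM in cluster 5 and 2061 CPM in the others), *Il1b* (1591.5 and 665 CPM), *Cxcl9* (1189.9 and 409 CPM), and *Cxcl10* (669 and 382 CPM) were among the abundant genes of these lists. The largest log2 ratios were those of *Gm15056* (3.30), *Nos2* (2.32, 177 and 34.5 CPM), *Upp1* (2.06), *Il1rn* (2.00), and *Irg1* (1.95), and the lowest were those of *Gpnmb* (-2.17), *Fabp5* (-1.90), *Cd63* (-1.68), *Ifitm6* (-1.34), and *Sepp1* (-1.34). Also higher was the type I IFN list, at 0.50 (0.40 to 0.53). Within the immunized *Bhlhe40* fl/fl library alone, this was 1.14 (0.96 to 1.16), but within the *Il17a*-Cre+ *Bhlhe40* fl/fl library alone, it changed sign, to -0.15 (-0.22 to -0.06). The type II IFN, TNF and NF-κB, and inflammatory lists remained higher in cluster 5 within each library, at 1.01, 0.49, and 0.53 in the immunized *Bhlhe40* fl/fl library and 0.38, 0.18, and 0.78 in the *Il17a*-Cre+ *Bhlhe40* fl/fl library. The lysosome and phagocytosis lists, at -0.24 and -0.13 over the pooled libraries, were at 0.30 and 0.50 within the *Il17a*-Cre+ *Bhlhe40* fl/fl library.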

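Compared with clusters 5 and 9 together (1379 cells), cluster 7 had a median log2 ratio of 0.85 for the lysosome list (95% range 0.81 to 0.95, 41 of 44 genes higher), 1.27 for the phagocytosis list (1.18 to 1.32, 16 of 17), and 0.70 for the complement list (0.57 to 0.75, 11 of 14), against a median of all genes of -0.08. Of the lysosome genes, *Ctss* was at 10301 CPM in cluster 7 and 4050.2 CPM in the others, *Psap* at 5664 and 2269 CPM, *Ctsd* at 3793 and 773 CPM, *Ctsb* at 3259.8 and 1085 CPM, and *Npc2* at 2167 and 1970.0 CPM. *C1qb* was at 2711 and 978 CPM, *C1qa* at 1593 and 549.5 CPM, *C1qc* at 1542 and 483 CPM, and *Apoe* at 28396 and 4913 CPM. The largest log2 ratios were those of *Gpnmb* (3.74), *Syngr1* (3.25), *Fabp5* (2.86), *Tmem37* (2.72), and *Spp1* (2.69). Among the lowest were *Ifitm6* (-4.15), *Ifitm1* (-3.35), *Ifit1* (-3.27), and *Isg15* (-3.22). Within the immunized *Bhlhe40* fl/fl library alone, the medians were 0.50 for lysosome, 0.50 for phagocytosis, and 0.29 for complement, and within the *Il17a*-Cre+ *Bhlhe40* fl/fl library, with 66 cells, 0.86, 1.14, and 0.60. With the Reactome list of lysosome vesicle biogenesis, which shares no gene with the hand-written list, the lysosome median was -0.01, on the other side of 0. The type I IFN (-1.82), type II IFN (-0.85), TNF and NF-κB (-0.55), and inflammatory (-0.42) lists were lower in cluster 7. Lists of neutrophil degranulation and general cytokine signaling were not used here.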

Cluster 7 appeared to be a highly phagocytic population, with enrichment in pathways such as neutrophil degranulation, lysosome, and complement (Fig. 4C, 4F). Cluster 9 was enriched in cytokine signaling and type 1 IFN responses (Fig. 4D, 4G), similar to the CD4^+^ T cells from immunized *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ CNS. 

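Cluster 9 (558 cells against 1499 of clusters 5 and 7) had a median log2 ratio of 1.11 for the type I IFN list (95% range 1.04 to 1.18, percentile 100), with 36 of 37 genes higher and a median of all genes of 0.10. *Ifitm3* was at 5349.6 CPM in cluster 9 and 2385 CPM in the others, *Ifi27l2a* at 2722 and 1094 CPM, *Isg15* at 1092 and 423 CPM, *Bst2* at 614 and 465 CPM, and *Ly6e* at 1880.4 and 1811 CPM. Within the *Il17a*-Cre+ *Bhlhe40* fl/fl library alone, which removes the difference between libraries, the median was 0.41 (0.37 to 0.50, percentile 99.99), and 31 of 37 genes were higher. The type II IFN list was at 0.12 (0.05 to 0.17, percentile 44.2) and the TNF and NF-κB list at 0.18 (0.09 to 0.24, percentile 63.8), no higher than random lists, and within the *Il17a*-Cre+ *Bhlhe40* fl/fl library, both were lower in cluster 9, at -0.25 and -0.11. The inflammatory (-0.52), lysosome (-1.08), complement (-1.65), and phagocytosis (-1.70) lists were lower in cluster 9. A Reactome list of lysosome vesicle biogenesis, which shares no gene with the lysosome list, was at 0.09 and is no check of it. The largest log2 ratios were those of *Cd209a* (6.20, 171 and 1.34 CPM), *Ccr7* (4.23), *Cd7* (4.04), *Klrd1* (3.60), and *Ifitm6* (3.47), and the lowest those of *Gpnmb* (-5.43), *Arg1* (-4.80, 67.6 and 1906 CPM), *Slc7a2* (-4.02), *Ms4a7* (-3.80), and *Spp1* (-3.58). *Cd209a* and *Ccr7* are also genes of dendritic cells.

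**Figure D1:**
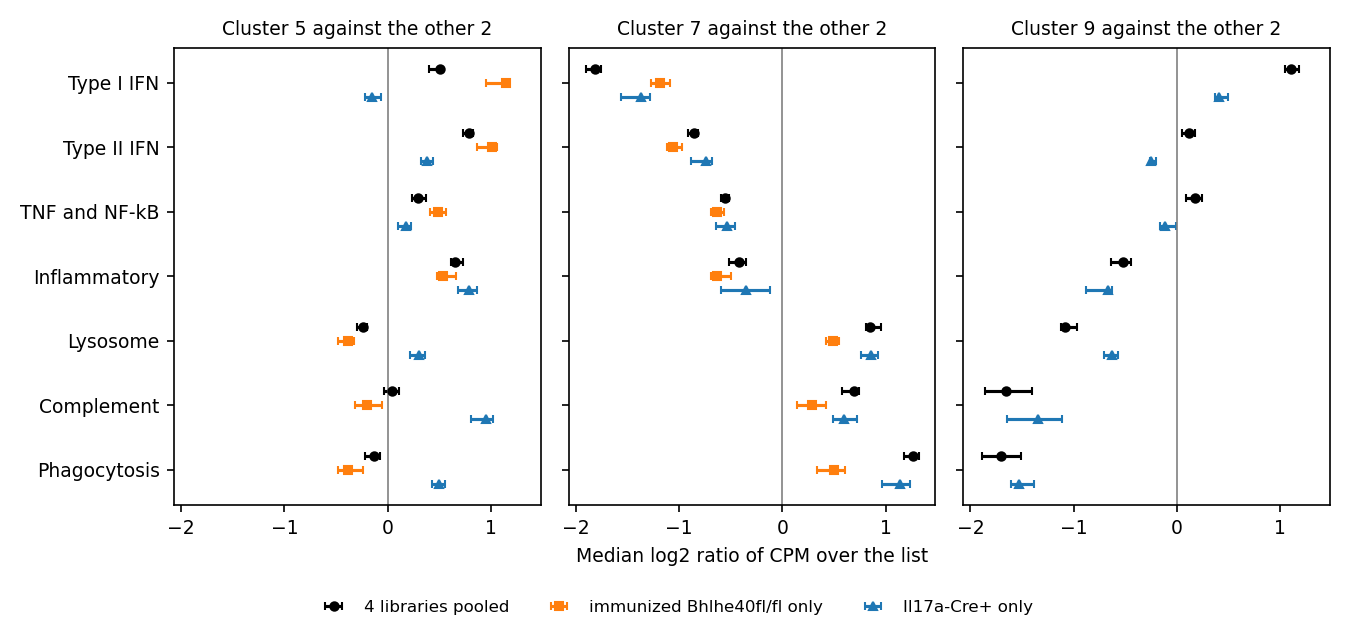
Median log2 ratio of CPM (horizontal axis) of 7 gene lists (vertical axis) in clusters 5, 7, and 9, 1 panel each, against the other 2 clusters. Black points are the 4 libraries pooled, orange points the immunized *Bhlhe40* fl/fl library alone (not shown for cluster 9, with 30 cells), and blue points the *Il17a*-Cre+ *Bhlhe40* fl/fl library alone, whose type I IFN point lies at 0.41 in cluster 9 and at -0.15 in cluster 5, with lines for the 95% range of 200 Poisson redraws.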

The emergence of a type 1 IFN signature in cluster 9, which was almost exclusively present in the *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ CNS, and the CD4^+^ T cells from this same sample was notable. 

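The type I IFN list was compared between the *Il17a*-Cre+ *Bhlhe40* fl/fl and the immunized *Bhlhe40* fl/fl library in each of the 9 clusters with at least 30 cells in both. In cluster 9, its median log2 ratio was 0.73 (95% range 0.60 to 1.00, 459 cells against 30). It was also above 0 in the 7 clusters other than 1 and 9. The median was 1.73 in cluster 4 neutrophils (1.46 to 2.49, 205 cells against 56), 1.03 in cluster 2 monocytes (0.69 to 1.46, 192 against 35), 0.90 in proliferating lymphocytes of cluster 13 (0.65 to 1.13, 70 against 31), 0.83 in cluster 5 (0.75 to 0.94), 0.75 in cluster 7 (0.63 to 0.82), 0.67 in NK cells of cluster 3 (0.37 to 1.19, 152 against 30), and 0.40 in CD8+ T cells of cluster 0 (0.35 to 0.71, 231 against 85). The percentile among random lists was 99.94 in cluster 3 and 100 in the other 8 clusters. The lowest of the 9 medians remained above 0 under every alternative, and came closest with the Reactome list, at 0.09 in cluster 7. The Reactome list is of IFN alpha and beta signaling and shares 3 genes with the list written by hand. With the Reactome list, clusters 0, 9, and 13 were at percentiles 97.8, 98.8, and 98.6, and the other 6 clusters between 70.6 and 90.3, not above random lists. Thinning each cell to 1000 UMIs moved the monocytes most, to 3.51, from 35 cells of the immunized *Bhlhe40* fl/fl library. Low genes without a UMI in so few thinned cells can raise this value. RNA that leaked from other cells was not removed, and each condition is 1 library.

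**Figure D2:**
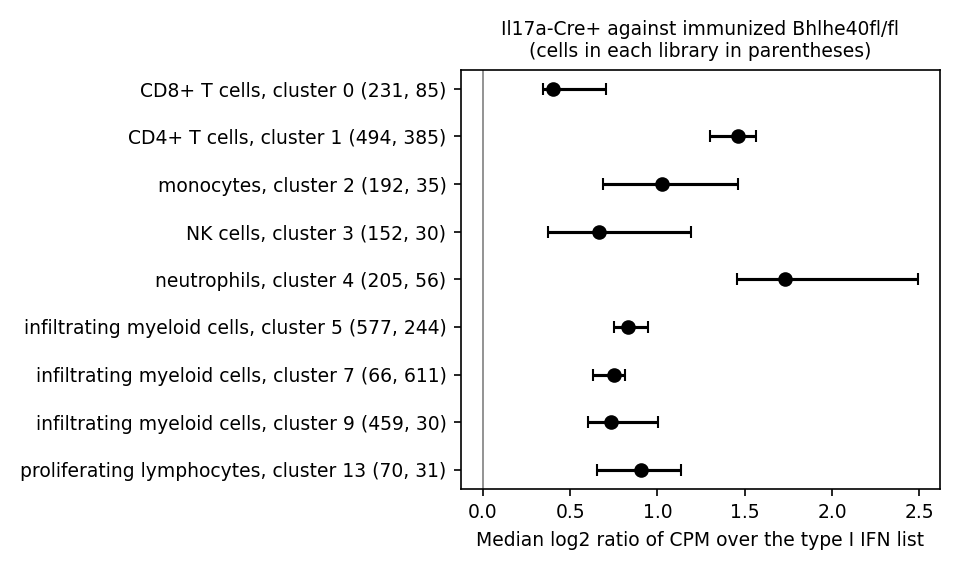
Median log2 ratio of CPM of the type I IFN list in the *Il17a*-Cre+ *Bhlhe40* fl/fl against the immunized *Bhlhe40* fl/fl library (horizontal axis) in 9 clusters (vertical axis), with the numbers of cells in both libraries in parentheses. Points are medians over the genes of the list, with lines for the 95% range of 200 Poisson redraws, and all 9 lie above 0, from 0.40 in cluster 0 to 1.73 in cluster 4.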

In summary, deletion of *Bhlhe40* from IL-17A–producing cells resulted in CNS-infiltrating myeloid cells with altered phenotypes during EAE.

**FIGURE 4.**
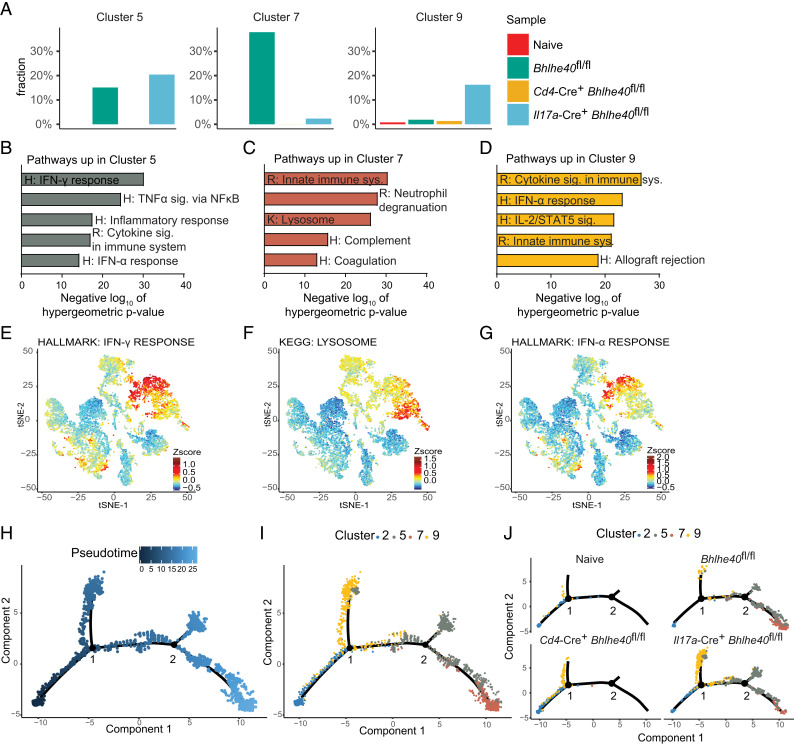
Differences in myeloid cell gene expression in *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice. (**A**) Fraction of infiltrating myeloid cells (clusters 5, 7, and 9) in the CNS of naive *Bhlhe40*^fl/fl^ mice or immunized *Bhlhe40*^fl/fl^, *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^, and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice at day 14 after EAE induction. (**B**–**D**) Differentially expressed genes (adjusted *p* value >0.05 and log_2_ fold change ≥0.35) between clusters 5, 7, and 9 were cross-referenced to hallmark (H), Reactome (R), and KEGG (K) gene sets in the MSigDB for enriched pathways. (**E**–**G**) Pathways of interest for clusters (E) 5, (F) 7, and (G) 9 mapped onto the grouped tSNE plot. (**H**) Pseudotime plot generated by Monocle 2 from the scRNA-seq myeloid clusters 2, 5, 7, and 9. Branch points 1 and 2 are indicated. (**I**) Myeloid clusters 2, 5, 7, and 9 mapped onto the Monocle 2 pseudotime plot. (**J**) Myeloid clusters 2, 5, 7, and 9 mapped onto the Monocle 2 pseudotime plot and separated by sample.

To examine the potential for developmental relationships between the myeloid clusters, we employed the Monocle 2 algorithm (32, 33) to assign a pseudotime trajectory to the myeloid cells in clusters 2, 5, 7, and 9 (Fig. 4H). We included cluster 2 (monocytes) in this analysis, as these cells likely represent the precursor population that gives rise to the other myeloid clusters (36–39). When the clusters were mapped onto the pseudotime plot, monocytes (cluster 2) were predicted to be the precursor that progresses through one of two differentiation pathways (Fig. 4I, 4J). 

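Monocle 2 was not used here. Diffusion pseudotime, which orders cells by their distance along the graph of nearest neighbors, was computed on the cells of clusters 2, 5, 7, and 9 from the cell nearest the center of cluster 2, so that cluster 2 comes first by construction and the order has no branches. The median rank of the cells, in percent of all ranks, was 16.1 in cluster 2 (quartiles 8.06 and 24.6), 39.0 in cluster 9 (34.0 and 46.3), 60.1 in cluster 5 (51.9 and 69.9), and 83.9 in cluster 7 (74.5 and 91.6). Of the alternatives, the *Il17a*-Cre+ *Bhlhe40* fl/fl library alone moved this most, with medians of 7.73, 45.4, 56.7, and 79.3 and overlapping quartiles in cluster 9 (22.8 and 89.6) and cluster 5 (41.8 and 70.6). Pseudotime orders cells by likeness and does not measure which cells give rise to others.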

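The positions of clusters 9, 5, and 7 were compared through the 15 nearest neighbors of each cell among clusters 2, 5, 7, 9, and 14. Of the neighbors of cluster 9 cells, 81.9% were in cluster 9, against 17.6% if neighbors were random. The rest were mostly in cluster 2 (8.91%) and cluster 5 (8.55%), with 0.430% in cluster 7. Within the *Il17a*-Cre+ *Bhlhe40* fl/fl library alone, these shares were 84.9% in cluster 9, 5.88% in cluster 2, 8.76% in cluster 5, and 0.334% in cluster 7. Of the neighbors of cluster 5 cells, 17.0% were in cluster 7 and 8.27% in cluster 9. Of those of cluster 7 cells, 7.48% were in cluster 5 and 0.256% in cluster 9. In the *Il17a*-Cre+ *Bhlhe40* fl/fl library alone, cluster 5 cells had 5.80% of their neighbors in cluster 7 and 12.1% in cluster 9. Its 66 cluster 7 cells had 42.5% in cluster 5 and 2.73% in cluster 9. If random, clusters 5, 7, and 9 would hold 43.7%, 5.00%, and 34.8% there, against 26.0%, 21.4%, and 17.6% over all libraries. Across 2000 genes, Pearson's r was 0.870 between clusters 2 and 9, 0.765 between clusters 2 and 5, 0.748 between clusters 2 and 7, 0.916 between clusters 5 and 9, 0.937 between clusters 5 and 7, and 0.824 between clusters 7 and 9.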

The first branch point (branch point 1) was where most of cluster 9 resided, and the second branch point (branch point 2) involved a differentiation from cluster 5 to cluster 7. Part of cluster 5 appeared to be a distinct cell fate, while the rest of cluster 5 appeared mostly in the transition between clusters 9 and 7. This is consistent with the fact that some of the enriched pathways present in cluster 5 are also shared pathways with cluster 9 (Fig. 4B, 4D). It appeared that cluster 9, an IFN-responsive population, is a cell fate that was largely unlocked by the absence of *Bhlhe40* from IL-17A–producing cells. 

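Among the cells of cluster 5, 34.7% had at least 1 neighbor in cluster 9 and 52.5% at least 1 in cluster 7, 9.87% had both, and 22.7% had neighbors in cluster 5 alone. These shares differed between the libraries. In the immunized *Bhlhe40* fl/fl library, 16.4% of the cluster 5 cells had a neighbor in cluster 9 and 84.8% in cluster 7, and 5.74% had neighbors in cluster 5 alone. In the *Il17a*-Cre+ *Bhlhe40* fl/fl library, the values were 42.5%, 38.8%, and 29.8%. With each cell thinned to 1000 UMIs, 13.8% of the cluster 5 cells had neighbors in cluster 5 alone. The *Il17a*-Cre+ *Bhlhe40* fl/fl library also holds fewer cluster 7 cells and more cluster 9 cells that could be neighbors.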

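The type I IFN list in cluster 9 of the *Il17a*-Cre+ *Bhlhe40* fl/fl library was at a median log2 ratio of 1.34 (95% range 1.24 to 1.45) against cluster 9 cells of the other 3 libraries together, which were 99 cells. It was smaller against the 30 cells of the immunized *Bhlhe40* fl/fl library alone, at 0.73 (0.60 to 1.00). Against the 59 cells of the *Cd4*-Cre+ *Bhlhe40* fl/fl library, it was 1.55 (1.39 to 1.78). For a list of conventional dendritic cell genes, the comparison with the other 3 libraries together gave -0.30 (-0.48 to 0.07). The paper proposes that cluster 9 is a cell fate made possible by the absence of *Bhlhe40* from IL-17A–producing cells.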

Overall, scRNA-seq revealed regulation of myeloid cell gene expression by pathogenic CD4^+^ T cells in a BHLHE40-dependent manner.

## Discussion

We sought to interrogate the expression of and role for BHLHE40 in T_H_17 cells and T_H_17-cell derived populations (T_H_1/17 and ex-T_H_17 cells) during active EAE. Using our dual reporter system we demonstrate that after EAE induction, BHLHE40 is expressed in both T_H_1/17 and ex-T_H_17 cells and that BHLHE40 expression correlates with GM-CSF production. Deletion of BHLHE40 either in all T cells (*Cd4*-Cre) or in T_H_17 cells (*Il17a*-Cre) was protective from clinical EAE disease. The CNS of immunized *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice contained fewer IL-17A^−^IFN-γ^+^GM-CSF^+^CD4^+^ T cells compared with immunized *Bhlhe40*^fl/fl^ control mice, suggesting that BHLHE40 regulates pathogenicity at a step subsequent to T_H_17 differentiation, likely as these cells convert into ex-T_H_17 cells. As a consequence of altered CD4^+^ T cell cytokine production, there were fewer and less activated infiltrating myeloid cells in the CNS at the peak of EAE clinical disease of *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice.

Using scRNA-seq we show how populations of immune cells in the CNS change with the presence or absence of BHLHE40 in our different deletion systems. The *Cd4*-Cre^+^ *Bhlhe40*^fl/fl^ CNS largely resembled the CNS of naive mice, with low percentages of pathogenic CD4^+^ T cells and few infiltrating myeloid cells compared with the increases seen in the CNS of immunized *Bhlhe40*^fl/fl^ and *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice. Both CD4^+^ T cells (cluster 1) and myeloid cluster 9 (abundant in the *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ CNS) were enriched for IFN response pathways, highlighting a potential mechanism of protection upon deletion of BHLHE40 in T_H_17 cells, potentially downstream of decreased GM-CSF and IFN-γ production by BHLHE40-deficient CD4^+^ T cells.

GM-CSF production from encephalitogenic T cells is essential for infiltrating myeloid cell activation in the CNS during EAE (6, 35, 36, 38, 40, 41). We hypothesize that in the setting of *Cd4*-Cre–mediated deletion of *Bhlhe40*, there is not enough GM-CSF produced from CD4^+^ T cells to differentiate infiltrating monocytes in the CNS, potentially explaining why this scRNA-seq sample lacks monocyte-derived cells (clusters 5, 7, and 9). In the case of *Il17a*-Cre–mediated deletion of *Bhlhe40*, there may still be enough GM-CSF production from unaffected T_H_1 cells to activate infiltrating monocytes, allowing these cells to differentiate into unique cell fates. The loss of *Bhlhe40* in T_H_1/17 and ex-T_H_17 cells in *Il17a*-Cre^+^ *Bhlhe40*^fl/fl^ mice allows for a new type I IFN–responsive myeloid cell fate to emerge (cluster 9). It is interesting that both the protective effects of endogenous type I IFNs and the pathogenic effects of GM-CSF act through monocyte-derived cells that directly respond to these cytokines during active EAE (42). GM-CSF may directly inhibit a monocyte-derived cell’s ability to effectively respond to type I IFNs, which has been suggested in vitro (43) and recently in vivo during EAE (36).

Additionally, it has been suggested that one mechanism of protection by type I IFNs is to limit IL-1β production from CNS-infiltrating monocytes, resulting in less IL-1β–dependent GM-CSF production from CD4^+^ T cells (44). BHLHE40 deficiency in IL-17A–producing CD4^+^ T cells could disrupt the normal GM-CSF/IL-1β–dependent positive amplification loops shown to take place during EAE (20, 36, 44–46). A more comprehensive understanding of cytokine production by autoreactive CD4^+^ T cells and cytokine feedback loops active in infiltrating monocytes in EAE could inform future therapeutic discovery efforts in multiple sclerosis. Recombinant IFN-β was the first Food and Drug Administration–approved therapy for multiple sclerosis, although its clinical efficacy has been surpassed by other therapeutics. Perhaps a dual approach of altering myeloid cells’ responsiveness to pathogenic signals (GM-CSF) and enhancing their responsiveness to protective signals (type I IFNs) may be worthy of future investigation.

## Supplementary Material

Supplemental Figures 1 (PDF) Click here for additional data file.

Supplemental Table 1 (XLS) Click here for additional data file.

# Supplementary material for: BHLHE40 Mediates Cross-Talk between Pathogenic TH17 Cells and Myeloid Cells during Experimental Autoimmune Encephalomyelitis
**Source:** Immunohorizons. 2023 Nov 7;7(11):737–46. doi: 10.4049/immunohorizons.2300042
**Supplement:** Supplemental Figures 1

## Supplemental Figure 1

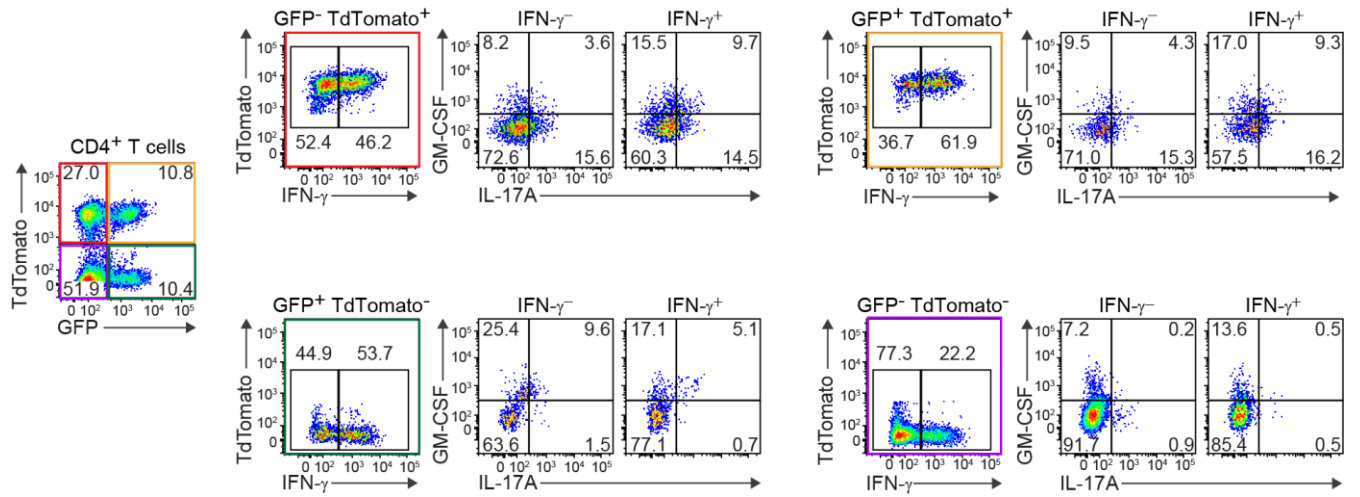

**Supplemental Figure 1: Representative cytokine production from *Il17a*-Cre *Rosa26*-TdTtomato *Bhlhe40*<sup>GFP</sup> reporter CD4<sup>+</sup> T cells.** Representative intracellular cytokine staining of *Il17a*-Cre *Rosa26*-TdTtomato *Bhlhe40*<sup>GFP</sup> reporter CNS CD4<sup>+</sup> T cells (CD45.2<sup>+</sup> TCRβ<sup>+</sup> TCRγδ<sup>-</sup> CD8α<sup>-</sup> CD4<sup>+</sup>) on day 14 of EAE. Gated quadrants are indicated by colored boxes.

## Supplemental Figure 2

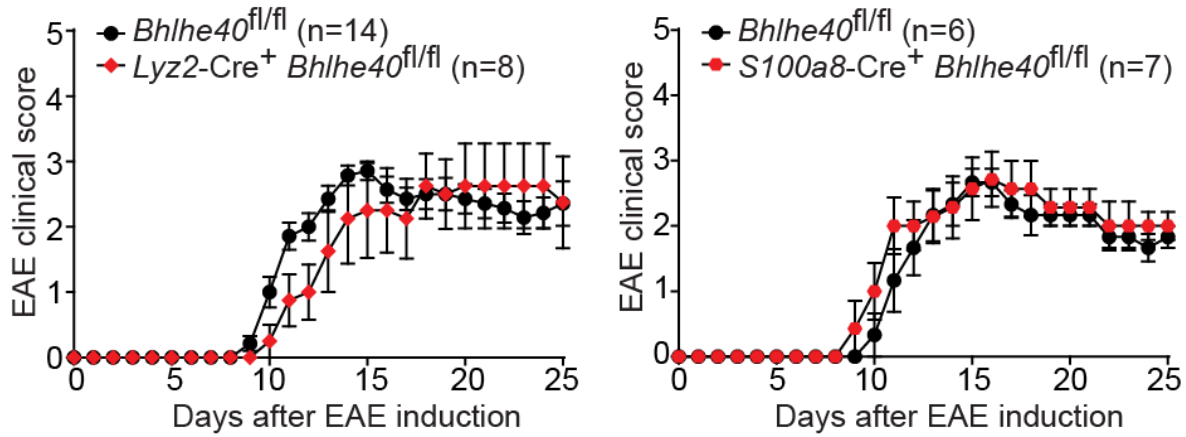

**Supplemental Figure 2: No cell-intrinsic role for BHLHE40 in myeloid cells or neutrophils during EAE.** Clinical EAE scores from immunized *Lyz2-Cre<sup>-</sup> Bhlhe40<sup>fl/fl</sup>* or *Lyz2-Cre<sup>+</sup> Bhlhe40<sup>fl/fl</sup>* mice (pooled from two experiments,  $n = 8-14$  per group) and *S100a8-Cre<sup>-</sup> Bhlhe40<sup>fl/fl</sup>* or *S100a8-Cre<sup>+</sup> Bhlhe40<sup>fl/fl</sup>* mice (one experiment,  $n = 6-7$  per group).

## Supplemental Figure 3

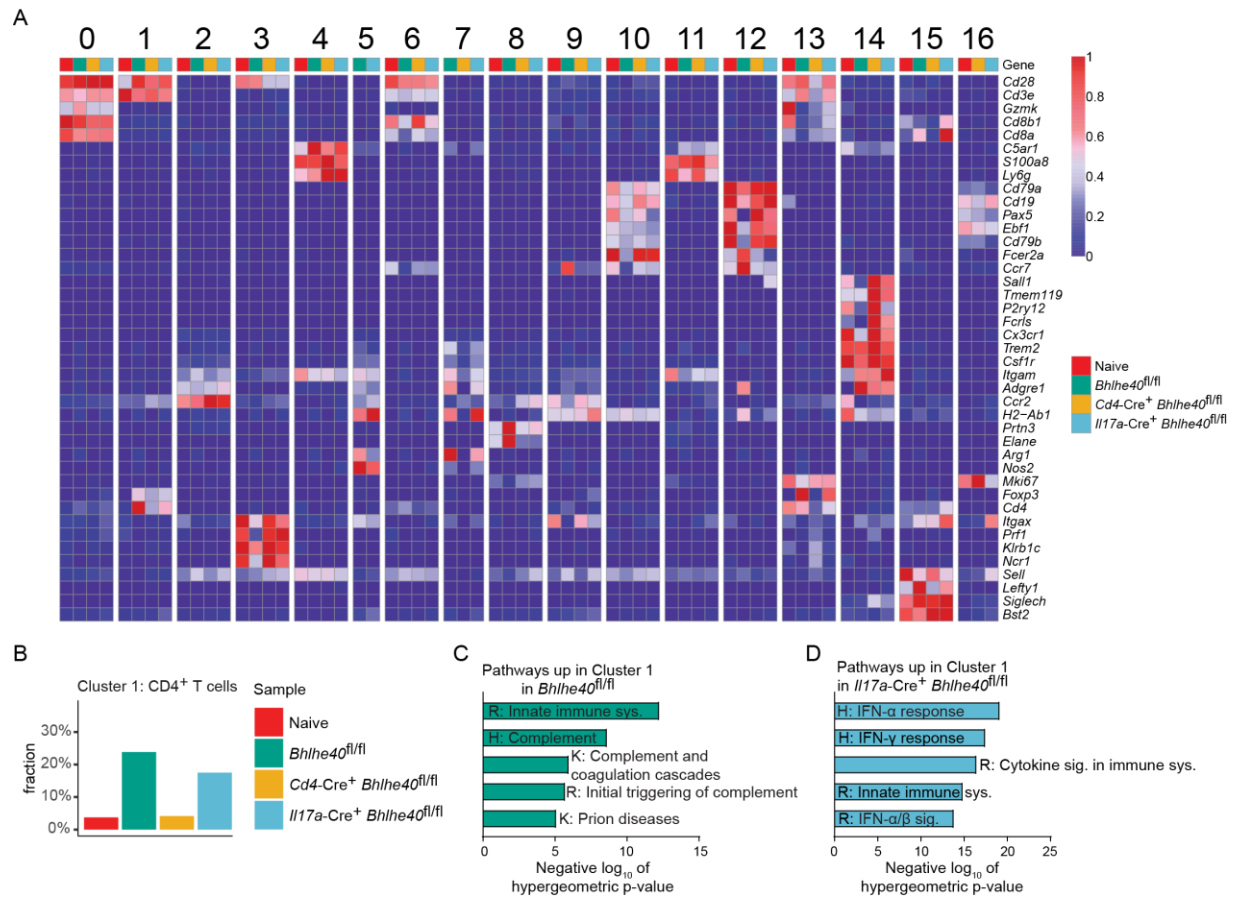

**Supplemental Figure 3: scRNA-seq cell type identifying genes and characterization of CD4<sup>+</sup> T cells from *Bhlhe40*<sup>fl/fl</sup> and *Il17a-Cre<sup>+</sup> Bhlhe40*<sup>fl/fl</sup> mice.** (A) Gene expression heatmap of cell type identifying genes separated by cluster and by sample from scRNA-seq data from the CNS of naïve *Bhlhe40*<sup>fl/fl</sup> mice or immunized *Bhlhe40*<sup>fl/fl</sup>, *Cd4-Cre<sup>+</sup> Bhlhe40*<sup>fl/fl</sup>, and *Il17a-Cre<sup>+</sup> Bhlhe40*<sup>fl/fl</sup> mice at day 14 post EAE induction. (B) Fraction of CD4<sup>+</sup> T cells (cluster 1) in the CNS of naïve *Bhlhe40*<sup>fl/fl</sup> mice or immunized *Bhlhe40*<sup>fl/fl</sup>, *Cd4-Cre<sup>+</sup> Bhlhe40*<sup>fl/fl</sup>, and *Il17a-Cre<sup>+</sup> Bhlhe40*<sup>fl/fl</sup> mice at day 14 post EAE induction (C and D) Differentially expressed genes (adjusted p-value >0.05 and log<sub>2</sub> fold-change ≥0.35) were cross-referenced to Hallmark (H), Reactome (R), and KEGG (K) gene sets in the MSigDB for enriched pathways between immunized *Bhlhe40*<sup>fl/fl</sup> and *Il17a-Cre<sup>+</sup> Bhlhe40*<sup>fl/fl</sup> cluster 1 cells.

How the deposited data were processed for this re-analysis (not part of the article)

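Live CD45+ cells from the CNS of 12 mice were measured in 4 single-cell RNA libraries, 1 each for naive *Bhlhe40* fl/fl mice and for immunized *Bhlhe40* fl/fl, *Cd4*-Cre+ *Bhlhe40* fl/fl, and *Il17a*-Cre+ *Bhlhe40* fl/fl mice on day 14 of EAE. The cells of all mice of a group were pooled before library preparation, and the deposited tables do not give the mouse of a cell. The samples were assigned to conditions by the genotype and treatment in their labels and by the legend of Fig. 3.

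The authors made the libraries with the Chromium single cell 3′ kit v2 and sequenced them on an Illumina HiSeq 4000. For each library, the authors deposited a matrix of UMI counts per gene and cell, which are whole numbers without normalization, for 27998 genes, of which 19095 had a UMI in at least 1 cell. The aligner, the counter, the genome build, and the filter that chose cells are not given in the sources used here. The authors also deposited 1 table of the whole series with the library, the cluster, the UMI count, and the number of genes of each cell, and the tSNE coordinates, which are a score without a unit. Their methods name dimensionality reduction, tSNE, and clustering as in an earlier study. The settings of these steps are not given in the text of the paper. The UMI counts of that table equaled the sums of the matrices in all 10148 cells. Between 842 and 49422 UMIs were counted per cell, with at least 196 genes, and 64639435 UMIs in all. The median share of mitochondrial UMIs was 3.07% in the naive, 2.43% in the immunized *Bhlhe40* fl/fl, 2.77% in the *Cd4*-Cre+, and 2.35% in the *Il17a*-Cre+ library. No cell was left out of the main values.

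The clusters are those of the authors, with the names given in Fig. 3A. Shares of cells are over all cells of a library, with exact Clopper-Pearson 95% intervals, and a share of 0 is given with the limit that 3 cells of the total would make. Differences between shares are in percentage points. Cells of 1 library are not replicates, so these intervals cover counting error only, and no p-value was computed. The distance between libraries is the percentage of cells that would have to change cluster to give both the same shares.

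For expression, UMIs were summed over the cells of a cluster and library, divided by the total over all genes, and given as CPM. Log2 ratios were taken after adding 1 CPM, over genes with at least 10 CPM, and are smaller than the true ratio for low genes. Cluster 1 was compared between the *Il17a*-Cre+ and the immunized *Bhlhe40* fl/fl library, and clusters 5, 7, and 9 were each compared with the other 2, over the pooled libraries and within each library that had at least 50 cells in both groups. The type I IFN list was compared in every cluster with at least 30 cells in both libraries. Gene lists were summarized by the median log2 ratio, with the 95% range of 200 Poisson redraws of the counts and the percentile among 10000 random lists of the same size drawn from the same 50 bins of mean expression. The seed of all random steps was 20231107.

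The gene lists were written by hand. They were type I IFN response (38 genes, of which *Mx2* is not listed in the matrices), type II IFN response (29), TNF and NF-κB (33), inflammatory response (25), lysosome (48), complement (18), phagocytosis (20), marrow progenitor (20), conventional dendritic cell (18), dissociation stress (17), and T cell cytokine genes (9), with short lists of sex-linked and hemoglobin genes. Lists of gamma delta and CD4+ T cell genes were written later, after the low share of *Cd4* in cluster 1 was seen. As an alternative, Reactome mouse pathways from the fgsea package were matched by gene number through a table of the GRCm38.p6 assembly. All genes of the pathways for type I IFN, TNF, and lysosome were matched, with 87.7% for type II IFN and 90% for complement. These pathways shared 3, 1, 0, 10, and 11 genes with the lists written by hand. The MSigDB collections of the paper were not used here.

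The genes named in the text follow a fixed rule. They are every gene that the paper names in its text, Fig. 3B, or Supplemental Fig. 3A for its claim, the 5 genes of each list with the highest mean CPM, and, in each comparison, the 5 largest and the 5 lowest log2 ratios among genes with at least 100 CPM and a UMI in at least 20% of the cells of the higher group. Mitochondrial, ribosomal protein, hemoglobin, immunoglobulin, and sex-linked genes were left out of the last part. A few genes that the rule names are not reported here. Some genes outside this rule are also named. *Cd163l1* and *Cd28* in cluster 1, and *Cd209a* compared between the libraries, were chosen after their values were seen. For the T cell cytokines, all genes of the list are given, which includes *Il17f* and *Il21*.

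Relations between clusters 2, 5, 7, 9, and 14 were computed on 2000 variable genes and 30 principal components, as Pearson's r of the mean log profiles across genes, as the clusters of the 15 nearest neighbors of each cell, and as diffusion pseudotime from a root in cluster 2, without cluster 14. Monocle 2 was not used here. Clustering was repeated with the Leiden algorithm at resolution 1 on all genes, without the type I IFN genes, and after Seurat anchor integration of the libraries.

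Doublets were called in each library with Scrublet at its own threshold, which called 20 of the 10148 cells (0.197%), 19 of them in the immunized *Bhlhe40* fl/fl library and 1 in the naive library. So low a share means that the caller did not work here, so leaving out these cells is no test of doublets. The 5% of cells of each library with the highest scores were left out as a further alternative, added after this share was seen. Other alternatives were cells with at least 1000 UMIs, each cell thinned to 1000 UMIs, the mean of the CPM of each cell in place of the sum, 10 CPM added before the log, no filter on low genes, ratios shifted so that the median of all genes is 0, other denominators for shares, 1000 or 4000 variable genes, and cells of 1 library only. For the lists in cluster 1, only cells with a *Cd4* UMI were used as 1 more alternative, added after the share of such cells was seen to differ. Thinning left out 46 cells, all of the naive library. Free RNA, which droplets take up from broken cells, was not removed, because the droplets without cells were not used here.

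The comparison of cluster 1 was tested on simulated data made from its own depths with 200 changed genes among 6935. The sign was right for 99.5% of the changed genes, and the median absolute error was 0.11 on the log2 scale. A list of genes raised by 1 or 2 on that scale, with a true median of 2, had a median of 1.78.

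Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0 and fgsea 1.28.0. The flow cytometry and the clinical scores of the paper were not analysed here.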

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

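The tests of free RNA, stress, the level in the immunized *Bhlhe40* fl/fl library, and batch as explanations were chosen only after the result was seen. Thinning was set earlier as an alternative, and its use as a test of depth was chosen after the result was seen.

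The type I IFN list was higher in the *Il17a*-Cre+ than in the immunized *Bhlhe40* fl/fl library in 7 clusters that the paper does not discuss for this signature. The median log2 ratio was 0.40 in CD8+ T cells of cluster 0, 1.03 in monocytes of cluster 2, 0.67 in NK cells of cluster 3, 1.73 in neutrophils of cluster 4, 0.83 and 0.75 in the myeloid clusters 5 and 7, and 0.90 in proliferating lymphocytes of cluster 13. Each 95% range of counting error lay above 0. With the list written by hand, the signal was found in all 9 clusters with enough cells and not only in cluster 9 and the CD4+ T cells, for which the paper reports it. It was smaller with the Reactome list, with medians between 0.09 in cluster 7 and 0.36 in cluster 9. The Reactome list is of IFN alpha and beta signaling and shares 3 genes with the list written by hand. With the Reactome list, the percentile among random lists was 97.8 in cluster 0, 98.8 in cluster 9, and 98.6 in cluster 13. It was between 70.6 in cluster 7 and 90.3 in cluster 2 in the other 6, which does not set these apart from random lists.

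Depth and a low reference level are argued against for part of these clusters, and stress for part of the comparisons of cluster 2. The median number of UMIs per cell in the immunized *Bhlhe40* fl/fl and the *Il17a*-Cre+ library was 6225 and 7462.5 in cluster 2, 3700 and 4230.5 in cluster 3, 3280.5 and 4193 in cluster 4, 7591.5 and 6969 in cluster 5, and 11243 and 10144 in cluster 13. With each cell thinned to 1000 UMIs, the lowest median among clusters 2, 3, 4, 5, and 13 was 0.82, in cluster 13 (95% range 0.40 to 2.25). In cluster 5, the median was 0.92 (0.74 to 1.13), so a difference in depth is unlikely to be the whole cause there. In clusters 2, 3, 4, and 13, the immunized *Bhlhe40* fl/fl library holds 35, 30, 56, and 31 cells. Low genes can then have no UMI in it, which raises ratios and is not covered by the redraws. These medians thus do not exclude depth, although their percentiles among random lists were 98.92, 99.87, 100, and 99.95. If the immunized *Bhlhe40* fl/fl library were low and the *Il17a*-Cre+ library not high, the list would not be higher in the latter against other libraries. Against the *Cd4*-Cre+ library, it was higher in clusters 0 (0.99), 2 (0.40, 95% range 0.28 to 0.52), 3 (1.06), 4 (1.16), and 13 (1.87), and against the naive library in clusters 0 (0.88), 2 (0.44), 3 (0.78), and 4 (2.51). A low reference may add to the difference in monocytes, where the list was lower in the immunized *Bhlhe40* fl/fl than in the *Cd4*-Cre+ library (-0.42) and its sum was 5820 CPM against 8924.6 CPM in the naive library. In neutrophils the other libraries disagree, as the list was lower than in the *Cd4*-Cre+ library (-0.59), while its sum was 2997 CPM against 2176 CPM in the naive library. In cluster 2, stress during preparation is unlikely to be the whole cause of the rise against the naive and *Cd4*-Cre+ libraries. The dissociation stress list was lower in the *Il17a*-Cre+ than in the naive library (-0.49, 95% range -0.64 to -0.32) and the *Cd4*-Cre+ library (-0.11, -0.18 to -0.07). The type I IFN list was higher against both. Against the immunized *Bhlhe40* fl/fl library, however, the stress list of cluster 2 was at 0.16 (-0.004 to 0.21, percentile 96.46). This value goes with stress, although its range includes 0, so stress stays open for that comparison.

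Other explanations stay open. In clusters 0 and 7, the median depths were close (4272 and 4037 UMIs in cluster 0, 12669 and 13167 in cluster 7, in the immunized *Bhlhe40* fl/fl and the *Il17a*-Cre+ library), which leaves little room for depth, but the thinned values do not exclude it. After thinning, the median of cluster 0 was 0.27 (0.14 to 0.87) at percentile 83.2, with a median of all genes of 0.13, and that of cluster 7 was 0.37 (-0.01 to 0.72) at percentile 99.9. For clusters 5 and 7, the level in the reference cannot be told apart from a rise, because the naive and *Cd4*-Cre+ libraries hold 1 cell of these clusters. Free RNA from the cells of cluster 9, which are 16.2% of the *Il17a*-Cre+ library, could carry the same genes into droplets of other cells. From the abundant transcripts of cluster 9, the share of its RNA that each cluster may hold was set against the share that the rise would need. In 6 of the 7 clusters the needed share was no more than the allowed one, such as 14.1% against 18.6% in cluster 0 and 26.6% against 58.2% in cluster 2. In cluster 4, the rise would need 24.3% against 16.2% allowed. The allowed share rests on an assumed profile and is an upper limit in myeloid clusters that express the same genes themselves, so free RNA cannot be told apart from expression here. In the 6 clusters other than cluster 2, stress during preparation cannot be told apart either. Against the immunized *Bhlhe40* fl/fl library, the dissociation stress list was above 0 with its range in 2 of them (0.29 in cluster 4 and 0.46 in cluster 13), below 0 with its range in 0, and lowest in cluster 0, at -0.115 (-0.22 to 0.01). Cluster 0 was also below 0 against the naive library (-0.20, -0.27 to -0.07), which goes against stress, but its range against the *Cd4*-Cre+ library included 0 (-0.10, -0.14 to 0.003). Finally, with 1 library per condition, a batch of the library and the genotype cannot be told apart. A candidate explanation from the design is an IFN response of many cell types in mice that lack *Bhlhe40* in IL-17A–producing cells. It is a hypothesis and was not tested against these open explanations.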

How the results depend on the processing

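The alternatives were chosen before the data were examined, except that the 5% of cells with the highest Scrublet scores were left out after Scrublet's own threshold was seen to call 0.197% of the cells, and that the lists in cluster 1 were compared over cells with a *Cd4* UMI alone after the share of such cells was seen to differ between the libraries. In the latter, all 8 medians stayed within counting error. Because of the low share of calls, leaving out the cells that Scrublet called is no test of doublets. Of 773 values of 111 results under the alternatives, 534 stayed within the 95% counting error of the main value, or within a factor of 1.5 of it where no counting error was computed, 224 moved beyond this, and 15 changed sign. Values whose counting range includes 0 are not counted among the 15 if they crossed 0, such as the difference of cluster 1 between the *Cd4*-Cre+ and the naive library, at -0.748 after integration (-2.13 to 0.474). Without type I IFN genes in the clustering, this difference was 0.625 (0.207 to 0.928), from 1 and 31 cells in the matched cluster. Of 72 values for the type I IFN list per cluster, 16 moved and 0 changed sign. All shares of clusters and their differences stayed within counting error with cells of at least 1000 UMIs.

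Shares depended most on the clusters and the denominator. After integration of the libraries, the difference between the immunized *Bhlhe40* fl/fl and the naive library was 2.94 percentage points for cluster 1 and 38.0 for cluster 5, and that of clusters 5, 7, and 9 between the *Cd4*-Cre+ and the naive library was 1.47. The match of cluster 1 held 120 cells of the immunized *Bhlhe40* fl/fl library, against 385 in cluster 1. Between the *Il17a*-Cre+ and the immunized *Bhlhe40* fl/fl library, integration gave 0.425 for cluster 1, a change of sign of the value but within counting error (-1.27 to 2.05), with 47.5% of cluster 1 in the matched cluster, -16.4 for clusters 5 and 7, a change of sign for cluster 5, 6.48 for cluster 9, and -9.94 for clusters 5, 7, and 9. Clusters 5 and 7 matched the same cluster after integration, which by construction gives them the same value. The cause of the change in cluster 1 was not tested. With Leiden clusters, cluster 5 was at 11.9 and cluster 7 at 41.7 points above the naive library, and the differences of the *Il17a*-Cre+ from the immunized *Bhlhe40* fl/fl library were 13.0 for cluster 5, -38.1 for cluster 7, and 8.46 for cluster 9. Without type I IFN genes, cluster 7 was at 30.0 above the naive library, and the differences between the *Il17a*-Cre+ and the immunized *Bhlhe40* fl/fl library were -9.22 for cluster 1, -28.9 for cluster 7, and 7.78 for cluster 9. The cause was not tested. A smaller denominator enlarges shares by construction. Over myeloid cells alone, cluster 5 was at 25.1 and cluster 7 at 62.8 above the naive library, the difference of clusters 5, 7, and 9 between the *Cd4*-Cre+ and the naive library was -0.566 (main value 0.586, both within counting error), and the differences of the *Il17a*-Cre+ from the immunized *Bhlhe40* fl/fl library were 16.1 for cluster 5, -58.1 for cluster 7, 29.7 for cluster 9, and -12.4 for their sum. Without neutrophils, cluster 2 was 11.9 points higher in the *Cd4*-Cre+ than in the naive library.

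Reactome lists hold other genes than the lists written by hand and gave smaller medians in most comparisons. That of lysosome vesicle biogenesis shares 0 genes with the lysosome list, and those of IFN alpha and beta and of TNF signaling share 3 and 1. A change of sign between such lists compares unlike genes and does not test the same ones. In cluster 1, the type I IFN median was 0.15, type II IFN 0.36, and complement -1.12, and those of TNF (-0.051) and lysosome (0.043) changed sign. In cluster 5, type II IFN was 0.28 and TNF 0.22. In cluster 7, complement was 0.77, and lysosome changed sign, to -0.011. In cluster 9, type I IFN was 0.25, and TNF (-0.10) and lysosome (0.090) changed sign. Beyond the other genes, the cause was not tested.

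Within 1 library, medians of the myeloid clusters changed as well. In the *Il17a*-Cre+ library, cluster 5 changed sign for type I IFN (-0.15), lysosome (0.30), and phagocytosis (0.50), and had medians of 0.38 for type II IFN, 0.18 for TNF, and 0.78 for inflammatory genes. Cluster 7 had 1.14 for phagocytosis, and cluster 9 had 0.41 for type I IFN and changed sign for type II IFN (-0.25) and TNF (-0.11). In the immunized *Bhlhe40* fl/fl library, cluster 5 had 1.01 for type II IFN, 0.49 for TNF, and 0.53 for inflammatory genes, and cluster 7 had 0.50 for lysosome, 0.29 for complement, and 0.50 for phagocytosis. By construction these comparisons hold other proportions of the 3 clusters, and cluster 9 was not compared within this library because it holds 30 of its cells. Relations in the *Il17a*-Cre+ library alone gave 0.0665 for r of clusters 2 and 9 minus r of clusters 2 and 5, 37.7 for the median pseudotime rank of cluster 9 minus cluster 2, and 11.3 for cluster 5 minus cluster 9. The cause was not tested.

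With each cell thinned to 1000 UMIs, cluster 1 had 0.40 for type II IFN and -0.25 for complement, cluster 5 had 0.67 for type II IFN, 0.14 for TNF, and 0.88 for inflammatory genes, cluster 7 had 0.57 for complement, cluster 9 had 1.04 for type I IFN and changed sign for type II IFN, to -0.028, and *Il2* in cluster 1 changed sign, to 0.012. With the mean CPM of cells, cluster 5 had 0.71 for type II IFN and 0.20 for TNF, and cluster 9 had 0.97 for type I IFN and -0.022, a change of sign, for type II IFN. Adding 10 CPM, which lowers ratios of low genes by construction, gave 1.24 for type I IFN in cluster 1, 0.75 for lysosome, 0.57 for complement, and 1.05 for phagocytosis in cluster 7, and 0.98 for type I IFN in cluster 9. Without a filter on low genes, complement was 0.52 and phagocytosis 0.84 in cluster 7. With the median of all genes shifted to 0, these were 0.78 and 1.35, and type I IFN in cluster 9 was 1.01. Without the cells that Scrublet called, type II IFN in cluster 1 was 0.67. Apart from the 10 CPM, the cause was not tested.

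Depth limits the small groups. The immunized *Bhlhe40* fl/fl library holds 30 to 35 cells each in clusters 2, 3, 9, and 13, and the naive library 48 cells in cluster 1.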

Differences from the paper's values

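The number of cells of each library and the number of clusters equal the paper's, and the cluster shares lie close to those read from Fig. 3C and Fig. 4A. No main value differed from the paper's by the criteria used here, under which a value must be more than 1.5 times the other. With other clusters or denominators some shares did, such as that of cluster 7 in the *Il17a*-Cre+ library, which was 22.2% after integration, against about 2% in Fig. 4A.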

Other observations

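The tests of gamma delta T cells, of doublets, of dendritic cells in cluster 9, and of bone marrow cells were chosen only after the result was seen, as were the levels of abundant genes of cluster 7. The tests of free RNA from cluster 7 by the gene lists and of depth for *Cd4* were not.

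The complement and phagocytosis lists were higher in cluster 1 of the immunized *Bhlhe40* fl/fl library than of the *Il17a*-Cre+ library. These are genes of cluster 7, which is 37.8% of the former library and 2.34% of the latter. A part of the T cells captured together with cluster 7 cells is unlikely to be the whole cause. If it were, leaving out the cells with the most UMIs of the lists could take most of the difference away. Without the 25% of cells with the most such UMIs in each library, the phagocytosis median was -1.02 (95% range -1.31 to -0.77) and the complement median -0.41 (-0.98 to -0.27), against -1.003 and -0.36 over all cells. Over all 385 cluster 1 cells of the immunized *Bhlhe40* fl/fl library, *Apoe* UMIs were in 100%, and the 5% of cells with the most *Apoe* held 25.7% of its UMIs. Leaving out the 5% of cells with the highest doublet scores gave -1.10 and -0.73, which decides nothing because the caller of these scores did not work here. Free RNA from cluster 7 could raise the lists in all cell types of that library by about as much. The phagocytosis median was -1.08 in CD8+ T cells (95% range -1.29 to -0.81), -0.29 in neutrophils (-0.54 to -0.11), -0.56 in proliferating lymphocytes (-1.08 to -0.22), and -0.87 in monocytes (-0.90 to -0.19), and the complement median was -0.70 (-0.94 to -0.32), -0.24 (-0.79 to -0.06), -0.45 (-1.04 to -0.19), and -0.74 (-0.90 to -0.20) in that order. Monocytes may express these genes themselves. In NK cells, with 30 cells in that library, the medians were -0.33 (-0.81 to 0.01) and 0.02 (-0.71 to 0.40). B cells were not tested because that library holds 20. The levels of abundant genes of cluster 7 in the other cell types lay in the same range. *Apoe* was in cluster 1 at 13.5% of its level in cluster 7 of the same library, in NK cells at 12.5%, in CD8+ T cells at 18.8%, and in neutrophils at 14.0%. For *C1qa*, these were 14.8%, 19.6%, 22.1%, and 13.3%. In the *Il17a*-Cre+ library, *Apoe* was at 3.12% in cluster 1 and 2.61% in NK cells. In NK cells of the immunized *Bhlhe40* fl/fl and the *Il17a*-Cre+ library, *Apoe* was at 3702 and 462 CPM and *C1qa* at 302 and 69.8 CPM. *C1qb* was at 397 and 90.7 CPM and *Chil3* at 1088 and 119 CPM, while *Lyz2* went the other way, at 1621 and 1810 CPM. For *Apoe*, *C1qa*, *C1qb*, and *Chil3*, the higher level was thus not limited to T cells. By the lists, free RNA cannot be told apart from expression in T cells, since the ranges in NK cells include 0. Droplets without cells, which would show it, were not used here. A difference in the genes of the lists between T cells of the genotypes stays open as well.

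Few cells of cluster 1 had a *Cd4* UMI in the naive and *Cd4*-Cre+ libraries. A difference in depth is unlikely to be the whole cause. With each cell thinned to 1000 UMIs, the share was 4.17% in the naive (95% interval 0.509 to 14.3), 26.2% in the immunized *Bhlhe40* fl/fl (21.9 to 30.9), 9.84% in the *Cd4*-Cre+ (5.93 to 15.1), and 12.1% in the *Il17a*-Cre+ library (9.40 to 15.4), which overlaps with the naive and *Cd4*-Cre+ libraries. Unthinned, it was 48.2% in the *Il17a*-Cre+ library, and the levels were 16.4, 292, 95.1, and 165 CPM in that order. The values are consistent with gamma delta T cells among cluster 1. The sum of 7 genes of such cells was 1489 CPM in the naive, 171 in the immunized *Bhlhe40* fl/fl, 997 in the *Cd4*-Cre+, and 544 in the *Il17a*-Cre+ library, while the sum of 4 CD4+ T cell genes was 319, 1062, 683, and 880 CPM. The most abundant gene of the first list, *Cd163l1*, was at 655, 19.7, 388, and 147 CPM, and *Cd28*, a gene of the second list, at 196, 363, 325, and 329.9 CPM. The second list holds *Cd4* itself, the first list includes genes that T_H_17 cells also express, such as *Il23r*, and T cell receptor genes are not listed in the matrices used here. A change of the T cells with immunization or genotype stays open and was not tested.

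The cytokine RNA of cluster 1 belongs at no claim, since the paper measured cytokines by flow cytometry in CD4+ T cells without gamma delta T cells. Between the *Il17a*-Cre+ and the immunized *Bhlhe40* fl/fl library, the log2 ratio was 0.45 for *Csf2* (95% counting range 0.05 to 0.87, from 146 and 80 UMIs), 1.29 for *Ifng* (1.17 to 1.41), 1.61 for *Il17a* (1.39 to 1.84), 4.01 for *Il17f* (3.23 to 6.13, from 149 and 5 UMIs), and 1.96 for *Il22* (1.56 to 2.49). It was -2.45 for *Il10* (-4.26 to -1.67, from 7 UMIs in 4 cells and 38 UMIs in 12 cells), -0.28 for *Tnf* (-0.51 to -0.05), -0.39 for *Il2* (-0.79 to -0.01), 0.13 for *Il21* (-1.48 to 1.94), and -0.35 for *Bhlhe40* (-0.49 to -0.21). A *Csf2* UMI was in 8.31% of the cluster 1 cells of the immunized *Bhlhe40* fl/fl library and 12.8% of the *Il17a*-Cre+ library, against 0 of 20 and 0 of 80 B cells. For *Ifng*, the shares were 41.6% and 35.4%, against 5.00% and 12.5% of B cells, and for *Il17a*, 12.7% and 30.6%, against 0% and 5.00%, at the median depths of 4746 and 4334 UMIs in cluster 1 and 3100 and 3288 UMIs in B cells. *Il17a* was highest in the *Cd4*-Cre+ library (1248 CPM), followed by the naive library (466 CPM). The paper reports fewer GM-CSF+ IFN-γ+ cells by flow cytometry in *Il17a*-Cre+ mice, in cells that were restimulated first. For the sequenced cells, its methods name sorting and washing but no restimulation. RNA per cluster and protein per gated, restimulated cell are different measures, so the RNA values do not test that result. No explanation was tested.

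Dendritic cell genes differed in cluster 9 between the libraries, and not in 1 direction. *Cd209a* was at 432 CPM in the naive (42 UMIs in 10 cells), 120 in the immunized *Bhlhe40* fl/fl, 491 in the *Cd4*-Cre+, and 134 in the *Il17a*-Cre+ library, while *Ccr7* (373 CPM), *Fscn1* (340 CPM), and *Ccl17* (228 CPM) were highest in the immunized *Bhlhe40* fl/fl library. If other cell types were placed in cluster 9 there, a list of conventional dendritic cell genes could be higher and the type I IFN list lower in those cells. The median of the dendritic cell list in the *Il17a*-Cre+ library against the other 3 was -0.30 (95% range -0.48 to 0.07), at percentile 0.05 among random lists, which goes with other cell types, with 7 of 17 genes higher, and that of the type I IFN list was 1.34 (1.24 to 1.45). The sum of the dendritic cell list was 1922 CPM in the naive, 2685 in the immunized *Bhlhe40* fl/fl, 1749 in the *Cd4*-Cre+, and 1784 in the *Il17a*-Cre+ library. Other cell types cannot be told apart from a difference between the libraries, because the counting range includes 0, the genes go both ways, and the 3 libraries hold 99 cells.

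Clusters 8, 11, and 16 express genes of marrow progenitors, with sums of the marrow list of 6249.7, 66689.8, and 3829 CPM. Bone marrow cells in the cell suspension could bring myeloid and B cell progenitors alike. Cluster 8 was 6.26% of the naive, 0.433% of the immunized *Bhlhe40* fl/fl, 9.42% of the *Cd4*-Cre+, and 2.90% of the *Il17a*-Cre+ library, and cluster 16 was 1.86%, 0%, 1.29%, and 0.142%. Both were lowest in the immunized *Bhlhe40* fl/fl library, where infiltrating cells take up most of the total, so this test decides nothing, and marrow cells cannot be told apart from progenitors in the CNS.

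Genes of sex and of red blood cells were looked at for signs of mixed samples. *Ddx3y* was at 39.8, 28.5, 34.9, and 33.9 CPM and *Eif2s3y* at 45.3, 41.9, 35.4, and 40.1 CPM in the naive, immunized *Bhlhe40* fl/fl, *Cd4*-Cre+, and *Il17a*-Cre+ library, and *Xist* had 0, 0, 2, and 1 UMIs. *Hbb-bs* was at 1107 CPM in the naive library, 240.3 and 142 CPM in the *Cd4*-Cre+ and *Il17a*-Cre+ libraries, and 0.0696 CPM in the immunized *Bhlhe40* fl/fl library. No explanation was tested.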
